# Uncovering the Genome-Wide Transcriptional Responses of the Filamentous Fungus *Aspergillus niger* to Lignocellulose Using RNA Sequencing

**DOI:** 10.1371/journal.pgen.1002875

**Published:** 2012-08-09

**Authors:** Stéphane Delmas, Steven T. Pullan, Sanyasi Gaddipati, Matthew Kokolski, Sunir Malla, Martin J. Blythe, Roger Ibbett, Maria Campbell, Susan Liddell, Aziz Aboobaker, Gregory A. Tucker, David B. Archer

## Abstract

A key challenge in the production of second generation biofuels is the conversion of lignocellulosic substrates into fermentable sugars. Enzymes, particularly those from fungi, are a central part of this process, and many have been isolated and characterised. However, relatively little is known of how fungi respond to lignocellulose and produce the enzymes necessary for dis-assembly of plant biomass. We studied the physiological response of the fungus *Aspergillus niger* when exposed to wheat straw as a model lignocellulosic substrate. Using RNA sequencing we showed that, 24 hours after exposure to straw, gene expression of known and presumptive plant cell wall–degrading enzymes represents a huge investment for the cells (about 20% of the total mRNA). Our results also uncovered new esterases and surface interacting proteins that might form part of the fungal arsenal of enzymes for the degradation of plant biomass. Using transcription factor deletion mutants (*xlnR* and *creA*) to study the response to both lignocellulosic substrates and low carbon source concentrations, we showed that a subset of genes coding for degradative enzymes is induced by starvation. Our data support a model whereby this subset of enzymes plays a scouting role under starvation conditions, testing for available complex polysaccharides and liberating inducing sugars, that triggers the subsequent induction of the majority of hydrolases. We also showed that antisense transcripts are abundant and that their expression can be regulated by growth conditions.

## Author Summary

The aim of second generation biofuels is to produce fuels from non-food crops and agricultural wastes such as straw. A key, and often limiting, step is the extraction of simple sugars (saccharification) from the complex plant materials. This typically requires the use of fungal enzymes. Many such enzymes have been isolated and characterised, but less is known about how fungi naturally utilise their array of enzymes and what other strategies they employ in degrading plant material. In this study, we show that the filamentous fungus *Aspergillus* niger deploys a large number of plant cell wall-degrading enzymes when using wheat straw as its carbon source. Our results identify several other types of proteins that may play a role in this process, and thereby offer applications in the improvement of current saccharification processes. In addition, we show that wheat straw itself is not initially detected by the fungus and, instead, the onset of carbon starvation triggers the release of a small subset of degradative enzymes. These enzymes might play a scouting role, to sense the presence of plant cell walls and initiate degradation on a small scale, in turn releasing sugars that cause the fungus to express its full degradative arsenal.

## Introduction

The conversion of cellulose and hemicellulose, from non-food crop sources into fermentable sugars is one of the key challenges in the production of second generation biofuels. Fungi are the predominant source of enzymes currently being used on an industrial scale for this purpose [1], [2]. Many relevant enzymes have been isolated and characterised for functionality [3], [4]. The overall aim of our study was to look beyond the simple array of hydrolytic enzymes produced by fungi and to understand the strategies that fungi employ to degrade complex polysaccharides. This approach may provide novel insights into the development of strategies for the production of second generation biofuels.

*Aspergillus niger* is a filamentous, black-spored fungus that has been used in many industrial processes, including the production of enzymes, food products and pharmaceuticals [5]. This historical importance has led to the development of a wide array of genetic tools [6]. These include a variety of mutagenesis systems, both targeted [7] and random [8], highly tuneable expression systems [9], and complete genome sequences for both the enzyme-producing industrial strain CBS 513.88 [10] and the citric acid-producing strain, ATCC 1015 [11]. The Carbohydrate-Active Enzymes Database (http://www.cazy.org/ [12]) identifies the CBS 513.88 genome as encoding 281 putative polysaccharide degrading enzymes, that represent 61 different enzyme families. Thus, the genome of *A. niger* encodes one of the most diverse CAZy enzyme arsenals among currently sequenced fungal genomes. The availability of DNA microarrays for *A. niger* has led to discoveries in the areas of protein secretion [13] and of global transcriptional responses to simple sugars such as glucose, xylose and glycerol [14]–[16]. This genomic information is complemented by studies that have elucidated some of the basic molecular pathways by which hydrolytic enzyme production and sugar metabolism are regulated in *A. niger* [17], [18]. Furthermore, genome-wide approaches provide a basis for comparability with other fungal species [19], [20]. This wealth of background knowledge of *A. niger* and closely-related species, and their responses to monomeric sugars and simple polysaccharides, provides an excellent foundation on which to build more complete studies of growth on more complex, industrially relevant substrates. Measuring gene expression of *Neurospora crassa* during growth on *Miscanthus* [21], and transcriptional changes when *A. niger* is exposed to sugar cane bagasse [13] using microarray technology have previously provided important insights into degradation of those substrates.

Wheat straw is one of the most attractive potential feed stocks for biofuel production. It is a co-product of cereal grain production and is available in significant quantities; for example, in the order of 10 million tonnes are produced in the UK each year [22]. This study aims to gain a thorough understanding of the mechanisms employed by *A. niger* to degrade and grow upon this complex lignocellulosic substrate, beginning with the transcriptional changes associated with exposure to wheat straw compared to simple sugars. Our data were acquired using Next Generation RNA-sequencing (RNA-seq) technology which provides a wealth of information for the confirmation of gene predictions from both published genomes, as well as in identifying alternative splicing patterns, novel genes/exons, transcription start/end points and antisense (AS) transcripts.

## Results/Discussion

### Saccharification of wheat straw by *A. niger*

The wheat straw used was composed of 37±1.69% cellulose and 32±1.2% hemicelluloses, 22±0.1% lignin and, after ball milling, the substrate retained 25±0.76% crystallinity (data are the mean of three replicates and are shown ± standard deviation). In order to determine the time at which degradation of the wheat straw by *A. niger* had begun to take place, the monomeric sugar content of the culture supernatant was analysed by HPLC. Figure 1A shows that, prior to inoculation, in minimal media containing 1% straw, the concentration of free monomeric sugar present in the liquid fraction was 76±0.9 µM. After 12 h of incubation, control samples, which had not been inoculated with *A. niger*, contained similar levels of each sugar. In the *A. niger* cultures, the total concentration of free monomeric sugar present in the liquid fraction increased to 166±26.9 µM, showing that degradation of wheat straw polysaccharides had begun to take place. There were also changes detected in the proportions of individual sugars (Figure 1A). Xylose, arabinose and galactose levels were increased by a statistically significant level, whilst glucose levels were not. Two non-exclusive hypotheses could explain this observation; i) the hemicellulose fraction of the lignocelluloses substrate is degraded first, and/or ii) glucose is preferentially imported by the fungus. Indeed a requirement for glucose depletion prior to xylose utilisation, when both sugars are present, has been observed in *Aspergillus nidulans* [23]. After 24 h of incubation, levels of free sugar had not increased any further suggesting that the balance of degradation and sugar uptake had reached a steady state. RT-PCR showed that transcription of several genes encoding glycoside hydrolases, (endoglucanase; *eglA*, cellobiohydrolase; *cbhA* and the endoxylanases; *xynA* and *xynB*) that are transcriptionally activated in response to xylose by the xylanolytic regulator XlnR, were highly induced at this point, when compared to expression in the Glucose 48 h cultures (data not shown). These two time-points were therefore chosen for RNA-seq analysis (Glucose 48 h and Straw 24 h). After 24 h incubation in the straw media, the particles of straw were in intimate association with *A.niger* mycelia (Figure 1B). It is possible therefore that the responses seen are due not only to the presence of inducing molecules, but also due to the physical interaction between the fungal mycelia and the straw.

**Figure 1:**
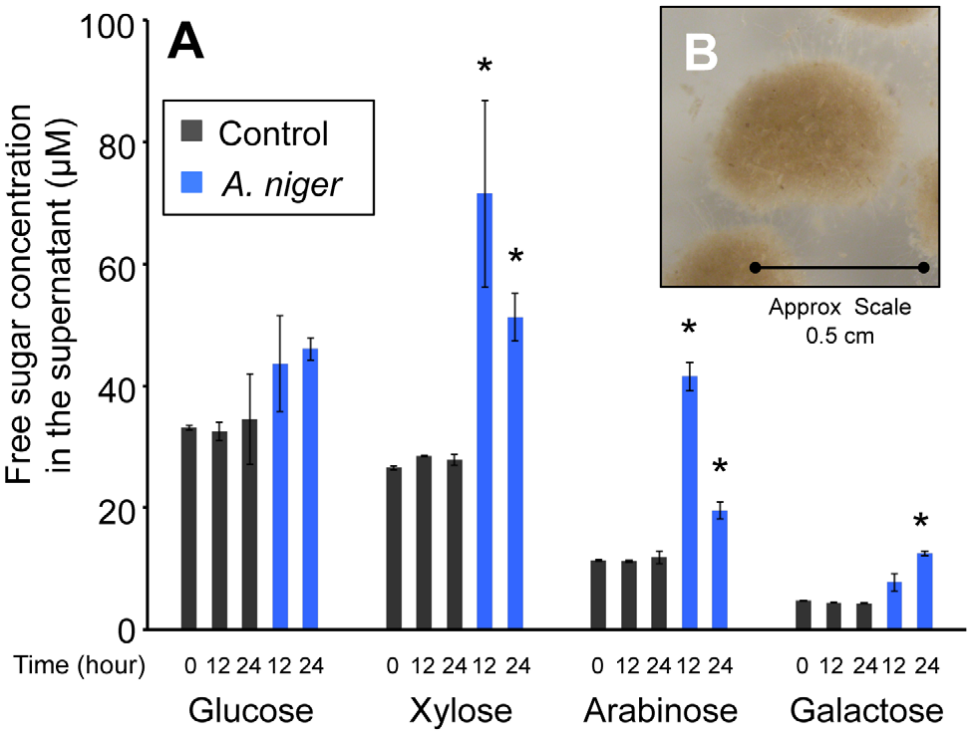
Free sugars in the straw media. (A) The monomeric sugar content of culture supernatants was analysed by HPLC at 0, 12 and 24 h after the transfer of the mycelia to the straw media. Each bar represents the mean +/− the standard deviation of values from three independent experiments where black represents control cultures and blue represents cultures containing *A. niger*. The asterisk indicates p-values<0.05 relative to the control culture at the corresponding time by unpaired t-test. (B) *A. niger* mycelial clump from a culture grown for 24 hours in minimum media containing straw as sole carbon source.

To investigate the repressive effect of glucose on expression of degradative enzymes, glucose was added exogenously to the wheat straw-incubated 24 h cultures to a final concentration of 1% (w/v). Samples were taken for RT-PCR analysis after 30 min, 1, 2 and 5 h. For all genes tested the levels of hydrolase expression decreased over this time course, reaching for most of the genes a similar level to that seen in the Glucose 48 h cultures after 5 hours of exposure to the exogenously added glucose (data not shown). Therefore, 5 hours after the addition of glucose to the straw cultures was selected as the final time point for RNA-seq analysis (Straw+Glucose 5 h). These represent three physiologically distinct conditions; long term growth under glucose repressing conditions, growth in the presence of an inducing lignocellulosic substrate and growth in the presence of the inducing substrate and glucose simultaneously. RNA was extracted from triplicate independent cultures in each condition for RNA-seq analysis.

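The RNA-seq data comprised 9 libraries, with 3 independent cultures (biological replicates A, B and C) for each of the Glucose 48 h, Straw 24 h and Straw+Glucose 5 h conditions. The paper and the sample titles give 5 h for the exposure to added glucose, whereas the protocol text deposited with the samples gives 6 h. RNA depleted of ribosomal RNA was sequenced as 50 bp reads on a SOLiD instrument, and the authors removed ribosomal reads, mapped the rest to the ATCC assembly that the paper names and counted the reads on the sense strand of each gene model with htseq-count. The counts for 11197 gene models were used here without further correction, together with the authors' own totals of mapped reads, reads on no annotated gene and ambiguous reads. Mapped reads per library ranged from 14519226 to 14843152 in Glucose 48 h (median 14684765), from 8502865 to 18555123 in Straw 24 h (median 15971475) and from 14684126 to 22913442 in Straw+Glucose 5 h (median 18880687). Most of these reads, between 83.4% and 93.0% of a library, were on no annotated gene in this sense-strand count, and a further 1.42% to 5.16% were ambiguous. The first share is not limited to reads outside genes, because reads antisense to a gene are not counted on it. By the paper's estimate, antisense reads were only a small part of total reads, far below this share. Reads counted on genes ranged from 425634 to 1595363 in Glucose 48 h (median 1488263), from 621353 to 2470453 in Straw 24 h (median 1920829) and from 962076 to 1564201 in Straw+Glucose 5 h (median 1325416). Replicate A of Glucose 48 h had the smallest share of reads on genes, 2.90%, against 10.7% and 10.3% in replicates B and C. Gene model gw1.1194.1.1, which is 135 bp long and lies on chromosome 6, held from 2.76% to 22.7% of the reads on genes, and from 21.4% to 73.1% of the summed RPKM of a library because of its short length.

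**Figure D1:**
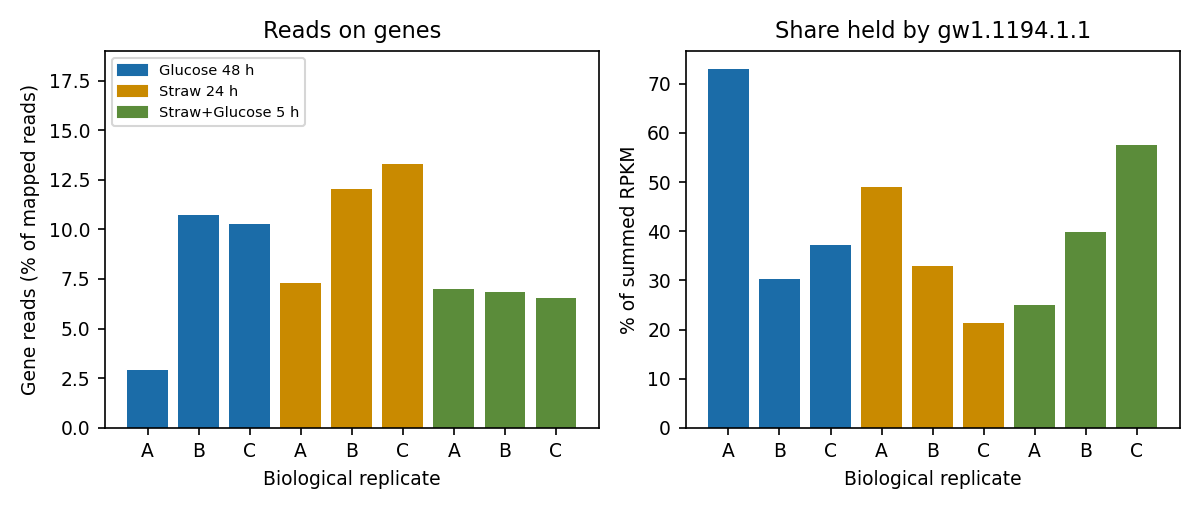
Reads on annotated genes as a percentage of mapped reads (left) and the percentage of summed RPKM held by gene model gw1.1194.1.1 (right), with 1 bar for each of the 9 libraries coloured by condition. Replicate A of Glucose 48 h has both the lowest bar on the left (2.90%) and the highest on the right (73.1%).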

### The wheat straw-induced transcriptome of *A. niger*

Reads were mapped to the *A. niger* ATCC 1015 genome sequence [11] as it is phylogenetically very close (based on the β-tubulin sequence) to the N402 strain used in this study, and RPKMs (Reads Per Kilobase of exon model per Million mapped reads) were calculated for each annotated gene. The ATCC 1015 gene model is thought to under-predict the true number of genes present in the *A. niger* genome [11] so, in order to extract the maximum amount of data from our transcriptome sequencing, reads were also mapped to the CBS 513.88 sequence [10], which has a greater number of predicted genes. Approximately 2.5% more reads were successfully mapped to the ATCC 1015 genome than the CBS 513.88, reflecting the closer relationship between this strain and N402 used in this study. The CBS 513.88 genome model contains 4213 genes not included within the ATCC 1015 genome model and 939 of these genes were found to have an RPKM of 1 or more in at least one of the conditions tested in our transcriptome and are therefore very likely to be present within the ATCC 1015 genome also. A full list of the gene expression for the 4213 genes is included in supplementary material (Table S1). Eight of these genes encoded potential polysaccharide degrading enzymes or demonstrated a transcriptional pattern in the CBS 513.8 of interest to this study and so were added to the ATCC 1015 gene model and their RPKM values from the ATCC 1015 mapping were calculated.

RPKM values for all genes were calculated for each of the separate biological replicates, as well as for the combined mapping of all three, (Table S2). 

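In the deposited values, the RPKM of a gene model is its count divided by its length in kilobases and by the mapped reads of the library, a total that includes ambiguous reads and reads on no annotated gene. For the combined mapping, counts and mapped reads were summed here over the 3 replicates of a condition before the division. A single read on a model of 1 kb corresponded to between 0.0436 and 0.118 RPKM in a library, so low RPKM values rest on few reads. Gene models were joined to the transcript identifiers (TID) of the paper through their lengths, counts or combined RPKM values, which matched uniquely for 1338 of 1344 models in the part of Table S2 that was read, 515 of 521 models in Table S4 and 55 of 58 genes in Tables 1 and 2. Of the 55 genes, 54 had a chromosome in both sources and it was the same for all 54. The chromosome was the same for 432 of 440 joined models of Table S4 and for 1331 of 1332 of the part of Table S2 that had one in both sources. Because the combined RPKM values served to join the genes of Tables 1 and 2, their match to the tables is not an independent check.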

Table S3 shows that inter-replicate reproducibility was extremely high (R-squared values of >0.9). 

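R-squared values were computed across all gene models for each pair of libraries, from linear RPKM values. For the 3 pairs within Glucose 48 h they ranged from 0.979 to 0.997, within Straw 24 h from 0.914 to 0.986 and within Straw+Glucose 5 h from 0.967 to 0.994. The 27 pairs of libraries from different conditions gave a median of 0.969 and a range from 0.870 to 0.996. Between-condition pairs therefore overlapped the pairs of replicates on this scale. On log2(RPKM + 1) the means within the conditions were 0.859, 0.934 and 0.948 in the same order, and the pairs from different conditions had a mean of 0.584 and a maximum of 0.690. The alternative that moved the between-condition value most left out the 10 gene models of highest mean RPKM and gave a mean of 0.146. Genes are not independent replicates, and no test was made of these values.

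**Figure D2:**
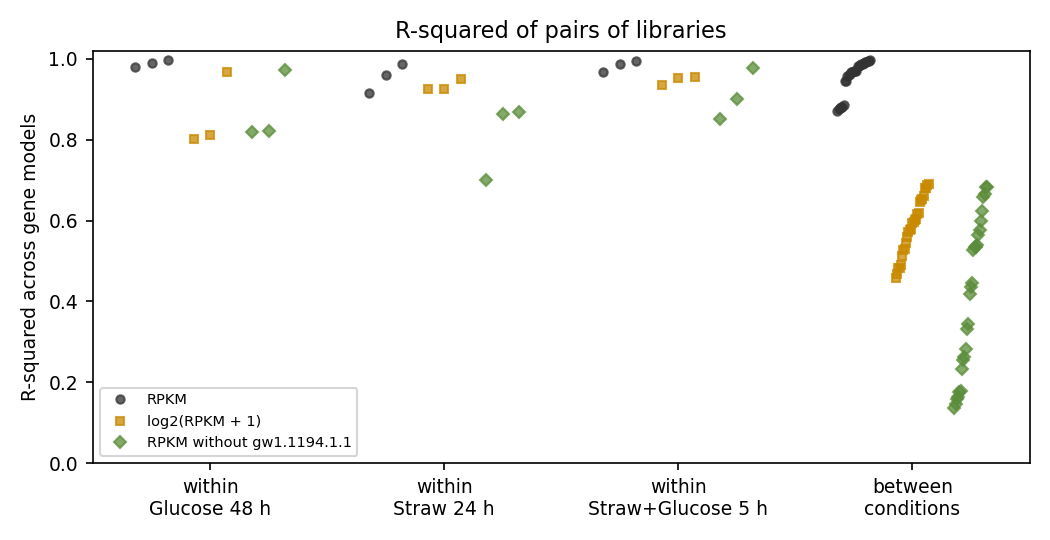
R-squared across gene models (vertical axis, no unit) for the 9 pairs of replicates within the conditions and the 27 pairs of libraries from different conditions, computed from RPKM (circles), from log2(RPKM + 1) (squares) and from RPKM without gene model gw1.1194.1.1 (diamonds). Each symbol is 1 pair of libraries. Pairs from different conditions lie between 0.870 and 0.996 from RPKM, and between 0.136 and 0.684 without gw1.1194.1.1.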

The results shown within the main text are from the combined mapping scores. Three statistical significance tests were applied to changes in gene expression, the Likelihood Ratio Test [24], Fisher's Exact Test [25], and an MA-plot-based method with Random Sampling model [26]. The results of these tests for each gene are listed in Table S2. 

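The test of the deposited counts that keeps the 3 replicates apart was edgeR's quasi-likelihood F-test (two-sided), with TMM normalization and Benjamini-Hochberg adjustment over the 7431 gene models that passed the low-count filter. At an adjusted p under 0.05, 3316 genes differed between Straw 24 h and Glucose 48 h, of which 1764 were higher and 1552 lower in Straw 24 h. Between Straw+Glucose 5 h and Straw 24 h, 3417 genes differed, 1671 higher and 1746 lower after glucose was added. The balance of higher and lower genes depended on the scaling. RPKM divides by all mapped reads, and the share of these reads that fell on genes was 0.62 higher on the log2 scale in Straw 24 h than in Glucose 48 h, or 0.00568 higher without replicate A of Glucose 48 h. The median log2 change of the tested genes between these conditions was 0.05 after TMM normalization, -0.17 with library totals of gene reads and 0.44 from RPKM (+ 0.1). With library totals, 1476 genes were higher and 1842 lower in Straw 24 h than in Glucose 48 h, and 1792 were higher and 1548 lower in Straw+Glucose 5 h than in Straw 24 h. With limma on log2(RPKM + 1) for models of mean RPKM at least 1, the alternative that moved these counts most, 922 genes were higher and 395 lower in Straw 24 h. Of the tests named in the paper, Fisher's exact test was recomputed on counts summed over the replicates, and its p-value lay within 2% of the one in Table S2 for each of 1324 genes compared. For the 55 joined genes of Tables 1 and 2, the unadjusted p-value for Straw 24 h against Glucose 48 h was under 0.001 for 55 by Fisher's exact test and for 55 by edgeR. For Straw+Glucose 5 h against Straw 24 h it was under 0.001 for 55 by Fisher's exact test and for 48 by edgeR. These counts take both directions, and by Fisher's exact test TID_51773, TID_128530, TID_53620 and TID_43786 were higher after glucose was added.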

All gene inductions discussed within the text had a p-value of <0.001 for all three statistical tests.

### Expression of CAZy genes

Deconstruction of plant cell wall polysaccharides is mediated by enzymes of three major classes: Glycoside Hydrolases (GH), Carbohydrate Esterases (CE) and Polysaccharide Lyases (PL). The Carbohydrate Active Enzyme database (CAZy - http://www.cazy.org) subdivides enzymes within these three classes into families based on their related activity and sequence. CAZy defines 281 of these enzymes within the CBS 513.88 genome, all but two of which are also predicted in the ATCC 1015 genome model (CBS 513.88 annotation: An14g07390 and An14g07420). The ATCC 1015 genome encodes 246 predicted GHs, representing 51 families; 25 CEs representing 9 families and 8 PLs representing 2 families.

After 48 hours of growth in minimal media with 1% glucose, CAZy genes represent approximately 3 percent of total mRNA, with the glucoamylase *glaA* (GH15 family) accounting for the majority (over 65 percent) of this (Figure 2A). SDS-PAGE of the culture supernatant revealed the presence of a highly predominant protein band, which was identified by tandem MS as GlaA (data not shown). Twenty-four hours after the mycelia were transferred to straw, expression of CAZy genes made up more than 19 percent of total mRNA. This is a strong over-representation of the CAZy group of genes, as they represent only ∼2.5 percent of the coding genome. 

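The share of the transcriptome was computed for the 29 joined genes of Table 1, a part of the CAZy group, as the percentage of the RPKM summed over all gene models of a library. It was 0.0471% ± 0.00932 (SD, n = 3) in Glucose 48 h, 15.8% ± 6.15 (SD, n = 3) in Straw 24 h and 0.469% ± 0.192 (SD, n = 3) in Straw+Glucose 5 h. The Straw 24 h replicates A, B and C gave 9.31%, 16.7% and 21.5%. Each of the 3 comparisons between conditions separated the libraries completely, with p = 0.1 in an exact two-sided permutation test (adjusted p = 0.1 over the 3 comparisons), the smallest p that 3 libraries against 3 allow. The summed RPKM includes gw1.1194.1.1, and without that model, an alternative chosen after its share had been seen, the Straw 24 h value was 23.5%. The alternative that moved the Straw 24 h share most left out of the total the 10 gene models of highest mean RPKM outside Table 1, and it gave 27.1%.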

Thirty of the induced CAZy genes reached an expression level above 50 RPKM. They represent 14 families of GH, 2 of CE and 1 of PL (Table 1).

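Of the 30 genes in Table 1, 29 were joined to the deposited counts, and An02g02540 was not analysed here. All 29 were higher in Straw 24 h than in Glucose 48 h at an adjusted p under 0.05 in the edgeR fit over all genes tested, and 29 when adjusted over the list alone. The list was chosen by the study on these same libraries, so neither count is independent evidence. The log2 fold changes ranged from 4.00 to 9.60 with a median of 8.35, and the largest adjusted p was 2.9e-08. The gene with the highest mean RPKM in Straw 24 h was the cellobiohydrolase gene cbhA (TID_53159, An07g09330). Its RPKM was 6.15 ± 1.20 (SD, n = 3) in Glucose 48 h and 3570 ± 2485 (SD, n = 3) in Straw 24 h, a log2 fold change of 8.35 (standard error 0.75, edgeR adjusted p = 1.3e-08). With each library left out in turn, the log2 fold change of cbhA stayed between 7.75 and 9.27. The GH61 gene TID_211595 (An12g04610) rose from 3.28 ± 1.25 to 3091 ± 1232 RPKM (SD, n = 3), a log2 fold change of 8.97 (standard error 0.75, edgeR adjusted p = 4.7e-09). The xylanase gene xynB (TID_52071, An01g00780) had 4.40 ± 1.70 RPKM in Glucose 48 h and 2741 ± 1292 RPKM in Straw 24 h (SD, n = 3). The smallest log2 fold change of the list, 4.00, was that of the alpha-xylosidase gene axlA (TID_43342), which rose from 3.69 ± 2.38 to 69.5 ± 38.4 RPKM (SD, n = 3). The spread between replicates in Straw 24 h was large for the most abundant genes, and cbhA ranged from 1202 to 6158 RPKM there. TID_211595 was above cbhA in replicates A (1731 against 1202 RPKM) and B (3412 against 3352) of Straw 24 h and below it in replicate C (4131 against 6158), so the first rank of cbhA rests on replicate C.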

**Figure 2:**
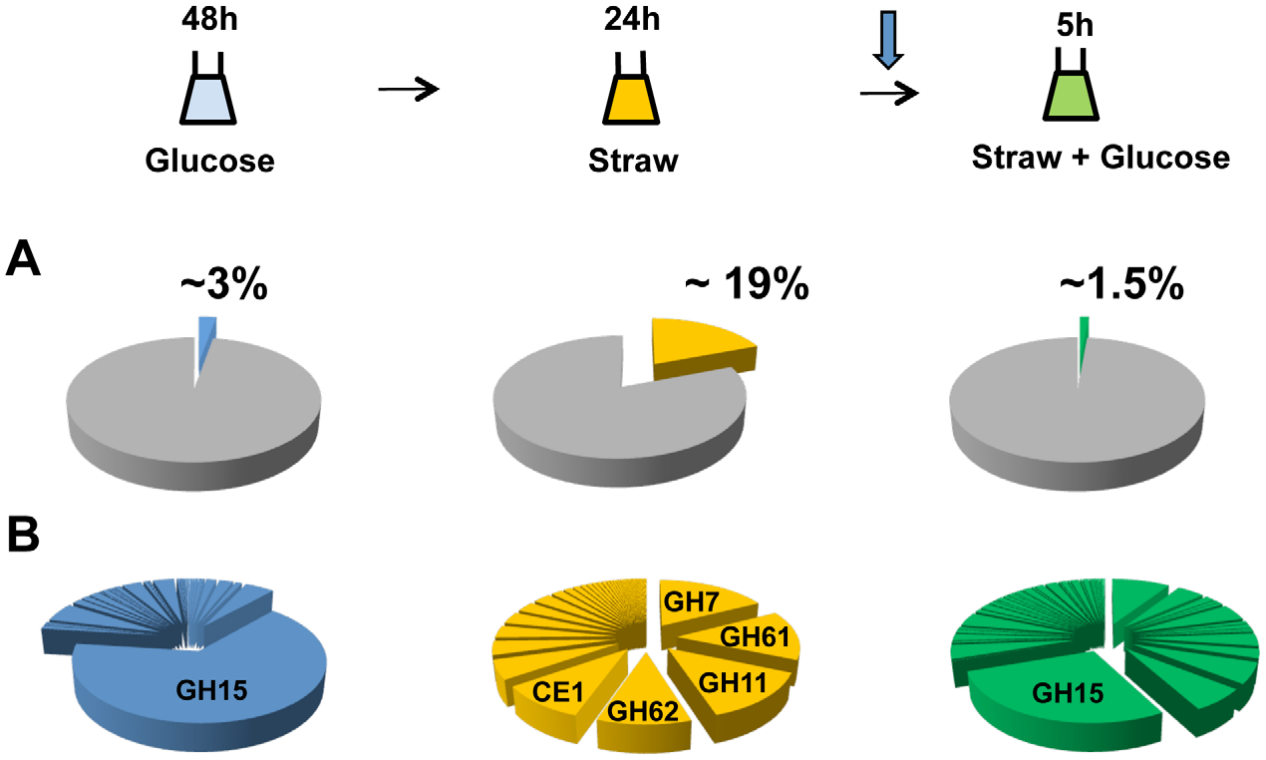
CAZy gene expression. The sampling conditions are shown for the RNA-seq study. Cells were grown in glucose (48 h), washed and transferred to straw (24 h) and then glucose was added (downward arrow) followed by a further 5 h incubation. (A) Percentage of total mRNA (calculated from RPKM values) represented by CAZy family genes from each condition of the transcriptome study. (B) Proportions of total of CAZY gene mRNA from each enzyme family. The families are listed in decreasing order of expression in the Straw 24 h condition.

**Table 1:** Straw-induced CAZy genes.

Gene ID		CAZy	CADRE Annotation	RPKM		
ATCC1015	CBS 513.88	Family		Glucose 48 h	Straw 24 h	Straw+Glucose 5 h
53159	An07g09330	GH 7	1,4-beta-D-glucan cellobiohydrolase - *cbhA*	6.2	4137.0	21.5
211595	An12g04610	GH 61	Partial similarity to endoglucanase IV *egl4* -*Trichoderma reesei*	3.3	3389.9	54.3
52071	An01g00780	GH 11	Endo-1,4-xylanase - *xynB*	4.4	3015.4	14.9
55136	An03g00960	GH 62	1,4-beta-D-arabinoxylan arabinofuranohydrolase - *axhA*	4.1	2521.9	9.3
211544	An12g05010	CE 1	Acetyl xylan esterase - *axeA*	1.6	1514.1	5.6
179265	An11g00200	GH 3	Probable beta-glucosidase - *bglM*	1.1	924.6	16.7
43785	An12g02550	CE 1	Probable feruloyl esterase - *faeC*	1.0	902.9	2.5
56619	An14g05800	GH 67	Alpha-glucuronidase - *aguA*	1.4	828.3	6.7
57436	An03g00940	GH 10	Endo-1,4-beta-xylanase - *xynA*	0.9	713.0	4.6
54490	An12g02220	GH 6	Probable 1,4-beta-cellobiosidase - *cbhC*	0.7	611.5	5.7
211053	An14g02760	GH 12	Endoglucanase - *eglA*	1.1	510.8	10.8
133986	An08g01760	GH 6	Similarity to cellobiohydrolase - *Acremonium cellulolyticus*	0.4	346.5	4.9
52011	An01g03340	GH 12	Probable xyloglucan-specific endo-beta-1,4-glucanase - *xgeA*	1.3	334.4	4.0
183088	An15g04550	GH 11	Endo-1,4-beta-xylanase	0.6	327.4	5.0
209376	An07g08950	GH 5	Endoglucanase - *eglC*	0.3	316.2	2.1
125000	An01g04560	GH 16	Similarity to mixed-linked glucanase MLG1 - *Cochliobolus carbonum*	2.0	302.0	58.6
56782	An18g03570	GH 3	Probable beta-glucosidase - *bglA*	2.6	275.8	31.5
47677	An08g01900	GH 43	Similarity to 1,4-beta-xylosidase - *Butyrivibrio fibrisolvens*	0.4	209.7	1.9
205580	An01g11670	GH 5	Similarity to endo-beta-1,4-glucanase - *Aspergillus nidulans*	0.2	208.2	8.4
45801	An03g00500	GH 30	Similarity to diglycosidase related protein -*Aspergillus fumigatus*	5.1	147.8	24.5
51773	An01g11660	GH 7	1,4-beta-D-glucan cellobiohydrolase - *cbhB*	0.3	121.1	102.7
135787	An07g08940	CE 16	Similarity to acetyl-esterase I - *Aspergillus aculeatus*	0.1	118.7	0.5
55419	An01g04880	GH 31	alpha-glucosidase II -*axlB*	1.8	109.7	0.7
202490	An18g04100	GH 5	Probable glucan 1,3-beta-glucosidase - *exgA*	0.4	99.0	15.2
210947	An14g01130	PL 4	Probable rhamnogalacturonate lyase - *rglA*	0.2	86.2	1.7
43342	An09g03300	GH 31	alpha-xylosidase - *axlA*	3.7	78.8	14.1
203143	An09g01190	GH 43	Endo 1,5-alpha-arabinanase - *abnA*	0.1	74.0	2.2
197735	An02g10550	GH 43	Probable endo-1,5-alpha-arabinanase - *abnC*	0.4	61.7	11.1
50997	An17g00300	GH 3	Similarity to xylosidase-arabinosidase *xarB* - *Thermoanaerobacter ethanolicus*	0.4	58.3	1.2
This Study	An02g02540	CE 16	Similarity to acetyl-esterase I - *Aspergillus aculeatus*	0.9	56.4	0.5

CAZy genes strongly induced (≥20 x) and expressed (≥50 RPKM) after 24 h in Straw. An02g02540 has not been annotated in the ATCC 1015 genome but was found on chromosome 4_2 (5′-669026 - 667767-3′). Annotation are from CADRE [66] (http://www.cadre-genomes.org.uk/index.html). RPKM values are from the combined mapping of three biologically-independent samples under each condition, values for each individual sample are listed in Table S2. All genes listed showed a statistically significant induction when switched from glucose to straw (p>0.001).

The diverse categories of CAZy genes expressed during exposure to straw reflect the complexity of the carbohydrates present within the substrate. However, it is interesting to note that around 65 percent of the mRNA from the CAZy group at this time-point is from genes encoding just 5 families of enzyme, GH7, 11, 61 and 62 (cellobiohydrolases, xylanases, polysaccharide monooxygenases and arabinofuranosidases, respectively) and CE1 (acetyl xylan esterases) (Figure 2B and Table 1). 

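Within the 29 joined genes of Table 1, the 5 families held 70.2% ± 2.56 (SD, n = 3) of the summed RPKM in Straw 24 h through 8 genes. This denominator is the Table 1 genes and not the whole CAZy group of Figure 2B. GH7 (2 genes) held 17.0% ± 5.35, GH61 (1 gene) 15.8% ± 1.48, GH11 (2 genes) 15.0% ± 2.66, CE1 (2 genes) 11.7% ± 2.86 and GH62 (1 gene) 10.8% ± 1.30 (SD, n = 3 libraries for each). The GH7 share ranged from 13.0% to 23.1% between replicates and overlapped those of GH61 and GH11, so the order of these families is not resolved by 3 replicates. As a share of counts, which removes the division by gene length, the 5 families held 65.8% of the Table 1 total.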

Proteins from each of these categories, except GH61, were also identified within culture supernatants by SDS-PAGE and tandem MS (data not shown). The fact we did not identify any GH61 proteins, that play a role in the oxidative cleavage of recalcitrant plant biomass [27]–[29], amongst the major bands could be due to a discrepancy between transcript and protein levels, or simply a technical issue in detection, such as the protein not staining well, or the protein being attached to the substrate or the fungal membrane, whilst only the supernatant was analysed. Based on transcript abundance, the 5 categories of encoded enzyme might provide the bulk of activities required for the degradation of straw. Catabolite repression, by addition of glucose to the straw cultures, exerts strong repression upon CAZy gene expression; after 5 hours, CAZy gene mRNA is reduced to only 1% of total mRNA. 

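Of the 29 joined Table 1 genes, 28 were lower in Straw+Glucose 5 h than in Straw 24 h at an adjusted p under 0.05 in the edgeR fit, and 28 when adjusted over the list alone. The log2 fold changes of the 28 ran from -1.65 for axlA (TID_43342) to -7.89 for the feruloyl esterase gene faeC (TID_43785). For cbhA (TID_53159), RPKM decreased to 20.5 ± 8.04 (SD, n = 3), a log2 fold change of -6.83 (standard error 0.70, edgeR adjusted p = 1.1e-07). The GH61 gene TID_211595 decreased to 53.7 ± 12.6 RPKM (SD, n = 3), a log2 fold change of -5.26 (standard error 0.63, edgeR adjusted p = 8.0e-07). The exception was the second GH7 gene, cbhB (TID_51773, An01g11660), with 113 ± 43.6 RPKM in Straw 24 h and 101 ± 14.0 RPKM in Straw+Glucose 5 h (SD, n = 3), a difference smaller than the spread between replicates. Its log2 fold change was 0.39 after TMM normalization (standard error 0.38, edgeR adjusted p = 0.43) and -0.10 with limma on log2(RPKM + 1). In the latter, the change in the share of mapped reads on genes (-0.63 on the log2 scale) enters the value of every gene. By Fisher's exact test on summed counts, which ignores the spread between replicates, cbhB was higher after glucose was added (p = 1.9e-206). Over Tables 1 and 2 together, 7 of 55 genes had a combined RPKM in Straw+Glucose 5 h within 2-fold of Glucose 48 h, 46 were more than 2-fold above it and 2 more than 2-fold below. The median ratio was 4.89. Against Glucose 48 h, 24 Table 1 genes and 18 Table 2 genes were still higher in Straw+Glucose 5 h at an adjusted p under 0.05. From the decrease in the CAZy share of mRNA, the paper concludes that added glucose strongly represses CAZy gene expression. It also reports an RT-PCR time course, without showing the data, in which all hydrolase genes tested fell, most of them to about their Glucose 48 h level. The RNA-seq ratios above are a different measure and cover the 55 joined genes, of which 46 stayed more than 2-fold above Glucose 48 h.

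**Figure D3:**
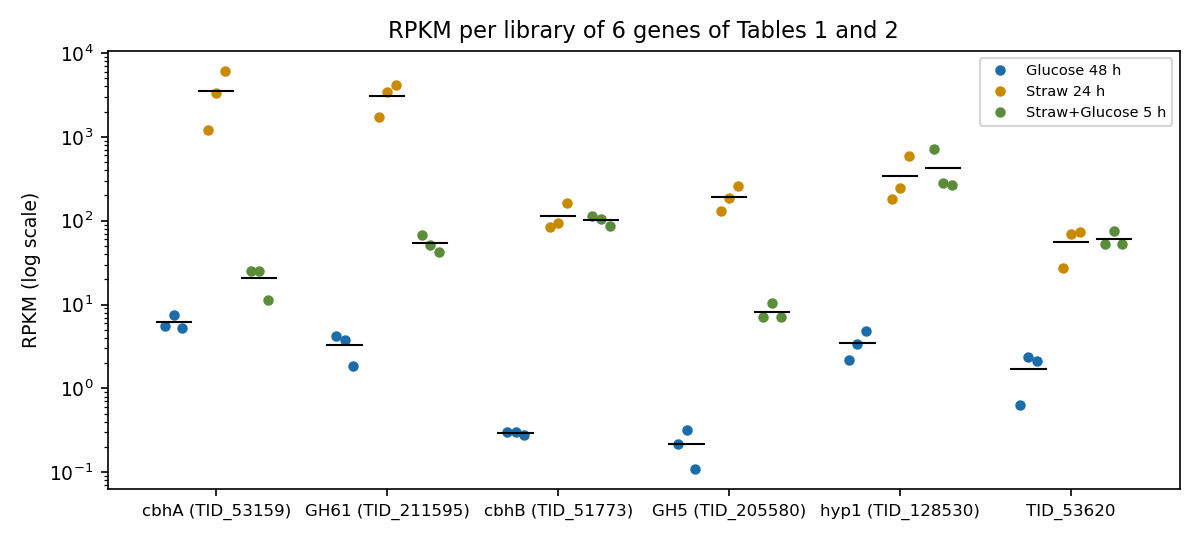
RPKM (vertical axis, log scale) of 6 genes of Tables 1 and 2 in the 9 libraries, with 1 point per biological replicate, coloured by condition, and a line at the mean of 3 replicates. The points of cbhA and of the GH61 gene drop from Straw 24 h to Straw+Glucose 5 h, while those of cbhB overlap between these conditions, as do those of hyp1 and TID_53620.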

The glucoamylase *glaA* (GH15) becoming again the most expressed CAZy gene under this condition (Figure 2B).

### Expression of non-CAZy genes

Twenty-eight genes that were transcriptionally induced more than 20-fold, and reached an RPKM of greater than 50 after the switch to straw, do not encode hydrolases as classified by CAZy. These genes are listed in Table 2 and 23 of them fall into four broad functional categories: lipases/esterases, surface interacting proteins, enzymes of carbon and nitrogen metabolism and transporters.

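Of the 28 genes in Table 2, 26 were joined to the deposited counts, and An03g06560 and An08g09880 were not analysed here. All 26 were higher in Straw 24 h than in Glucose 48 h in the edgeR fit at an adjusted p under 0.05 (26 adjusted over the list alone), with log2 fold changes from 4.31 to 9.87 and a median of 6.28. As with Table 1, the list was chosen on these libraries. The rule of the table legends, at least 20-fold higher and at least 50 RPKM from the combined mapping, was applied to every gene model, with a floor of 3 counts over the group for models without a read in Glucose 48 h. It was met by 57 models, the 55 joined genes of Tables 1 and 2 and 2 others. With the mean of the 3 RPKM values in place of the combined mapping, 54 models met the rule, and 42 met it in every replicate letter taken alone. The count moved most when the rule was relaxed to 10-fold and 25 RPKM, which gave 124 models.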

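In the 4 categories, 21 genes were joined to the deposited counts. The 7 transporter genes were all higher in Straw 24 h than in Glucose 48 h, with log2 fold changes from 5.75 to 8.72 and a largest edgeR adjusted p of 1.4e-09. After glucose was added, the 7 were all lower than in Straw 24 h, with log2 fold changes from -2.26 to -6.35. The lactose permease gene TID_56643 (An12g09270) had the highest RPKM of the group in Straw 24 h, 245 ± 122 (SD, n = 3), and 3.28 ± 2.25 (SD, n = 3) in Glucose 48 h. Among the 5 genes of carbon and nitrogen metabolism, 4 were lower in Straw+Glucose 5 h than in Straw 24 h. Of these 4, TID_40740 (log2 fold change -0.90, edgeR adjusted p = 0.031) lost the call with library totals (adjusted p = 0.055) and with limma (0.11 to 0.18). It also lost the call without replicate C of Straw 24 h (0.25) and without replicate B (0.18) or C (0.14) of Straw+Glucose 5 h. The fifth, TID_40496 (An15g02410, similar to a nitrogen metabolic repression regulator), had a log2 fold change of -0.92 that missed the threshold (standard error 0.40, edgeR adjusted p = 0.065). It passed the threshold without replicate A (adjusted p = 0.0051) or B (0.032) of Glucose 48 h and without replicate B of Straw 24 h (0.046). It also passed with no low-count filter (0.016), in a fit of only the 6 libraries compared (0.0076) and by Fisher's exact test on summed counts (p = 2.2e-120), which takes no account of the spread between replicates. Over the whole of Table 2, 22 of 26 genes were lower after glucose was added (23 adjusted over the list alone), and TID_53620, TID_128530, TID_40496 and TID_43786 were not.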

**Table 2:** Straw-induced non-CAZy genes.

Gene ID		CADRE Annotation	RPKM		
AT15CC10	CBS 513.88		Glucose 48 h	Straw 24 h	Straw+Glucose 5 h
		**Esterases & Lipases**			
173684	An02g09690	Similarity to lipase I precursor TFLI - *Geotrichum fermentans*	1.0	1728.9	6.6
51662	An09g00120	Ferulic acid esterase A FaeA	0.9	1100.5	3.7
50877	An13g01880	Esterase EstA	2.9	317.6	3.0
210730	An16g01880	Similarity to lysophospholipase - *Aspergillus foetidus*	0.6	203.7	2.5
54865	Not Present	GDSL lipase/acylhydrolase family protein - *Aspergillus fumigatus*	0.3	168.0	0.7
This Study	An03g06560	Similarity to triacylglycerol lipase Lip2 - *Candida rugosa*	0.2	84.4	0.8
53620	An16g03700	Similarity to phospholipase B - *Aspergillus oryzae*	1.7	62.5	62.5
		**Surface-interacting Proteins**			
128530	An07g03340	Hydrophobin Hyp1	3.5	380.4	423.2
This Study	An08g09880	Hydrophobin HbD	0.0	138.5	29.3
188224	An09g00840	Similarity to HsbA - *Aspergillus oryzae*	0.3	118.6	1.0
54125	An18g02730	Similarity to transmembrane protein PTH11 - *Magnaporthe grisea*	1.9	70.5	4.1
		**Enzymes of Carbon and Nitrogen Metabolism**			
51997	An01g03740	D-xylose reductase XyrA	1.1	448.7	2.4
52460	An02g13750	Similarity to glutaminase A *GtaA - Aspergillus oryzae*	2.2	213.7	14.7
40496	An15g02410	Similarity to nitrogen metabolic repression regulator hNmrr - *Homo sapiens*	0.3	132.6	45.3
40740	An15g05990	Similarity to D-arabinitol 2-dehydrogenase ARDH - *Pichia stipitis*	0.6	69.6	22.6
56084	An11g10890	Similarity to UDP-glucose 4-epimerase Gal10 - *Saccharomyces cerevisiae*	2.1	51.2	0.9
		**Transporters**			
56643	An12g09270	Lactose permease - Lac12	3.3	273.4	34.1
38375	An08g04040	Similarity to quinate transport protein QutD - *Aspergillus nidulans*	1.7	141.9	2.9
55668	An06g00560	Similarity to hexose transporter Hxt13 - *Saccharomyces cerevisiae*	0.6	124.0	3.7
180069	An07g02540	Similarity to carboxylic acid transport protein Jen1 - *Saccharomyces cerevisiae*	1.5	108.6	2.0
197549	An02g08230	Similarity to high affinity glucose transporter HGT1 - *Kluyveromyces lactis*	1.0	105.4	0.8
54095	An18g01700	Similarity to quinate transport protein *GutD* - *Aspergillus nidulans*	0.2	98.6	1.8
54838	An13g03110	Similarity to high-affinity nicotinic acid permease Tna1 - *Saccharomyces cerevisiae*	0.6	66.6	0.7
		**Others**			
120161	An18g05500	Similarity to mitochondrial ceramidase AAF86240.1 - *Homo sapiens*	1.6	144.9	1.1
42809	An18g03380	Similarity to mitochondrial thioredoxin Trx3 - *Saccharomyces cerevisiae*	2.1	98.0	2.8
180489	An07g00070	Similarity to hypothetical protein EAL85123.1 - *Aspergillus fumigatus*	1.1	66.1	25.5
53013	An11g07040	Similarity to EST an_2779 - *Aspergillus niger*	0.3	65.5	1.1
43786	An12g02560	Similarity to protein-tyrosine phosphatase SH-PTP2 - *Rattus norvegicus*	1.8	51.3	36.1

Non-CAZy genes strongly induced (≥20 x) and expressed (≥50 RPKM) after 24 h in Straw. An03g06560 and An08g09880 have not been annotated in the ATCC 1015 genome but were found on chromosome 6_1 (5′-1494949 - 1403261-3′) and 8_2 (5′-2365138 - 2364987 - 3′) respectively. Annotation are from CADRE [66] (http://www.cadre-genomes.org.uk/index.html). RPKM values are from the combined mapping of three biologically-independent samples under each condition, values for each individual sample are listed in Table S2. All genes listed showed a statistically significant induction when switched from glucose to straw (p>0.001).

#### Lipases and esterases

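Of the lipases and esterases of Table 2, 6 were joined to the deposited counts. In Straw 24 h all 6 were higher than in Glucose 48 h, with log2 fold changes from 4.75 to 9.87 and a largest edgeR adjusted p of 1.5e-09. The ferulic acid esterase gene faeA (TID_51662, An09g00120) had 0.943 ± 0.346 RPKM in Glucose 48 h, 986 ± 477 in Straw 24 h and 3.64 ± 0.880 in Straw+Glucose 5 h (SD, n = 3). The esterase gene estA (TID_50877, An13g01880) had 2.85 ± 1.80, 288 ± 121 and 2.95 ± 0.515 RPKM (SD, n = 3) in the same order. Between Straw 24 h and Straw+Glucose 5 h, 5 of the 6 genes were lower, faeA with a log2 fold change of -7.46 (standard error 0.58, edgeR adjusted p = 3.0e-09) and estA with -6.01 (standard error 0.38, edgeR adjusted p = 3.0e-10). The phospholipase B-like gene TID_53620 (An16g03700) was not lower, with 56.4 ± 25.5 RPKM before and 60.8 ± 13.2 RPKM after glucose was added (SD, n = 3). Its log2 fold change was 0.72 (standard error 0.30, edgeR adjusted p = 0.055). It passed the threshold as higher with library totals of gene reads (adjusted p = 0.023), with DESeq2 (0.047), in a fit of only the 6 libraries compared (0.021) and when replicate A of Glucose 48 h, C of Straw 24 h or A of Straw+Glucose 5 h was left out (0.022, 0.038 and 0.039). Fisher's exact test on summed counts, which ignores the spread between replicates, called it higher as well (p = 4.0e-138).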

Seven putative lipases or esterases not classified as CEs by CAZy were strongly induced after the transfer to straw, and 6 of these were repressed by addition of glucose (Table 2). The esterase EstA (TID_50877) was shown to be regulated by XlnR [30], and we identified it by SDS-PAGE and tandem MS as being one of the major proteins present in the supernatant after 24 hours in straw, while the ferulic acid esterase (FaeA) has been shown to have activity against wheat arabinoxylan [31]. Whilst the others have not previously been associated with polysaccharide degradation, their co-expression alongside the well characterised *estA* and *faeA*, raises the possibility that these enzymes may be involved in the saccharification of wheat straw lignocellulose.

#### Surface-interacting proteins

Two genes encoding hydrophobin family proteins and one hydrophobic surface binding protein (HsbA) were strongly induced by the switch from glucose to straw (Table 2). The gene *hyp1* is not repressed by the re-addition of glucose to the culture, but *hfbD* and and *hsbA* were strongly repressed; their transcriptional profile is therefore similar to many of the genes of the CAZy group. 

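The hydrophobin gene hyp1 (TID_128530, An07g03340) had 3.46 ± 1.32 RPKM in Glucose 48 h, 338 ± 220 in Straw 24 h and 422 ± 260 in Straw+Glucose 5 h (SD, n = 3). Its rise from Glucose 48 h to Straw 24 h had a log2 fold change of 6.24 (standard error 0.55, edgeR adjusted p = 1.0e-08). Between Straw 24 h and Straw+Glucose 5 h, the log2 fold change of hyp1 was 0.88 (standard error 0.41, edgeR adjusted p = 0.090), and the difference in RPKM was within the spread between replicates. It passed the threshold as higher with library totals of gene reads (adjusted p = 0.026), in a fit of only the 6 libraries compared (0.024) and by Fisher's exact test on summed counts (p = 4.3e-283), which ignores the spread between replicates. The same held without replicate A of Glucose 48 h (0.028), C of Straw 24 h (0.012) or B of Straw+Glucose 5 h (0.049). The log2 fold change of hyp1 ran from 0.36 to 1.46 with each library left out in turn. In Straw+Glucose 5 h, replicate A had 722 RPKM, against 280 and 263 in replicates B and C. The gene hsbA (TID_188224, An09g00840) had 0.261 ± 0.128, 110 ± 38.9 and 0.918 ± 0.459 RPKM (SD, n = 3) in the 3 conditions. Its log2 fold change was 8.43 on the switch to straw (standard error 0.46, edgeR adjusted p = 5.3e-11) and -6.26 after glucose was added (standard error 0.37, edgeR adjusted p = 2.3e-10). The second hydrophobin gene, hfbD (An08g09880), was not analysed here.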

Hydrophobins are amphipathic, surface-active proteins produced by filamentous fungi, with numerous biological functions, often relating to mycelial interactions with solid surfaces [32]. RolA (homologous to Hyp1) and HsbA of *Aspergillus oryzae* have been shown to associate with the synthetic polyester polybutylene succinate-coadipate and promote its degradation through the recruitment of a specific polyesterase [33], [34]. It is striking therefore that *A. niger* genes that encode proteins bearing homology to each, are highly induced by the presence of straw, suggesting that these proteins could have a role in recruiting degradative enzymes to the straw surface. The last gene in this group TID_54125 encodes a G-protein couple receptor homologous to Pth11p from the rice pathogen *Magnaporthe grisea*. Pth11p is required for signalling in appressorium formation [35] through the sensing of the plant host surface via both hydrophobicity and the presence of cutin monomers (which are also a component of the wheat straw cuticula [36]). The induction of the *A. niger* homologue of *pth11* in the presence of straw suggests that a similar strategy could perhaps be employed by *A. niger* in the sensing of solid substrate surfaces.

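TID_54125 (An18g02730) had 1.85 ± 1.22 RPKM in Glucose 48 h, 66.7 ± 19.8 in Straw 24 h and 4.12 ± 1.66 in Straw+Glucose 5 h (SD, n = 3). The log2 fold change from Glucose 48 h to Straw 24 h was 5.01 (standard error 0.35, edgeR adjusted p = 4.8e-10) and stayed between 4.82 and 5.19 with each library left out in turn. After glucose was added it was -3.48 (standard error 0.32, edgeR adjusted p = 2.4e-08). From the rise in straw and the known role of Pth11p, the paper proposes that A. niger could sense solid surfaces in a similar way. The paper also reports that carbon starvation induced this gene, without dependence on XlnR or CreA, and that its expression came very early. Straw 24 h against Glucose 48 h does not separate the presence of straw from the lack of glucose.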

#### Carbon metabolism

The increased expression of the xylose reductase *xyrA* and other genes of the xylose utilisation pathway, such as xylitol dehydrogenase (TID_203198) and D-xylulokinase (TID_209771) (both induced approximately 10-fold, Table S2), along with decreased expression of glycolytic pathway enzymes (e.g. phosphofructokinase, TID_54093, repressed 5-fold), suggests that 24 hours after the transfer to straw, pentose sugars are the prominent carbon source available. These results, and the fact that *A. niger* is an efficient xylan-degrading organism [37], support the first of the hypotheses discussed earlier, that the reason xylose is the predominant free sugar observed after 24 hours incubation of wheat straw with *A. niger* (Figure 1A) is that the hemicellulose fraction of the straw is the first to be degraded, rather than being due to a greater rate of glucose uptake by the fungus.

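The xylose reductase gene xyrA (TID_51997, An01g03740) had 1.08 ± 0.336 RPKM in Glucose 48 h and 402 ± 192 RPKM in Straw 24 h (SD, n = 3), a log2 fold change of 7.90 (standard error 0.60, edgeR adjusted p = 1.2e-09). The xylitol dehydrogenase gene TID_203198 (An12g00030) had 21.0 ± 17.1 and 190 ± 61.9 RPKM (SD, n = 3), a log2 fold change of 3.15 (standard error 0.35, edgeR adjusted p = 3.0e-07). From the combined mapping, its RPKM was 9.75-fold higher in Straw 24 h. The Glucose 48 h replicates ranged from 3.07 to 37.0 RPKM. Its log2 fold change ran from 2.87 to 3.54 with each library left out in turn. Both genes fell after glucose was added, xyrA to 2.35 ± 0.485 RPKM and TID_203198 to 6.35 ± 0.634 RPKM (SD, n = 3), with log2 fold changes of -6.80 and -4.32. TID_209771 and TID_54093 were not analysed here.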

### The degradative response is sequential and triggered by carbon starvation

To establish the order of induction of the genes that were highly expressed by 24 h, a time-course experiment was performed. RNA was extracted 0.5, 1, 2, 3, 6, 9 and 12 h after the switch from glucose to straw, and the expression of genes of interest was measured using RT-PCR (Figure S1). The results show the cellobiohydrolase *cbhB* to be induced after 6 hours of exposure to straw, whilst *cbhA* and *GH61a* do not appear to be induced until the 9 hour time point. These timings were verified, and shown statistically significant, using quantitative RT-PCR (Figure S2). To investigate the regulatory basis for the differential response of these genes, expression under the glucose and straw conditions was examined in strains deleted for either the gene encoding the xylanolytic activator XlnR, that mediates xylose-induction of some GHs and esterases, or CreA, which mediates wide-domain carbon catabolite repression [38]. All three of the glycosyl hydrolases showed a statistically significant (p-value of >0.01 in an equal variance, one-tailed T-test) dependence upon XlnR for maximal induction at 24 h in straw (Figure S3), which is typical of hydrolases in *A. niger* [39], [40]. Interestingly, a smaller scale induction of *cbhB* in the straw media was still observed in the *ΔxlnR* strain. This induction is mediated by alleviation of CreA repression, since in the *ΔcreA* strain, *cbhB* was expressed at a significantly higher level than the wild-type during growth on glucose, as assessed by qRT-PCR, whilst *cbhA* and *GH61a* were not (Figure S4). This observation led to the hypothesis that the earlier induction seen for *cbhB* is triggered, not by the presence of an inducing sugar such as xylose, but instead by the absence of an available carbon source. Transferring mycelia from glucose (48 h) to media completely devoid of carbon source for 24 h had a significant inductive effect upon *cbhB* expression, whereas it did not induce *cbhA* or *GH61a* (Figure S5). As only a very low concentration of free xylose is present in the straw media until several hours after incubation with *A. niger* (Figure 1A), this might explain why the induction of *cbhB* occurs earlier than the induction of *cbhA* or *GH61a*.

CbhA and CbhB are the only two GH7-family cellobiohydrolases in *A. niger*. CbhB contains a family 1 Carbohydrate-Binding-Module (CBM), whilst CbhA has no CBM [41]. CBMs aid the attachment of the enzymes containing them to the complex polysaccharide surfaces of intact cell walls [42], [43]. It could be speculated that the CBM-containing enzyme is induced early because it plays an important role in targeting the relatively intact plant cell wall. Whilst the enzyme lacking the CBM is induced later, once soluble oligosaccharides have been released. Six other genes that were induced after 24 h in straw also encoded proteins containing CBM domains. Two of these genes, TID_205580 (encoding a member of the GH family 5, containing a CBM 1) and *abfB* (an arabinofuranosidase containing a CBM 42), showed the same pattern of expression and regulation as *cbhB*; i.e. de-repression in a *ΔcreA* strain, induction 6 h after transfer to straw, and induction by carbon source starvation (Figures S3, S5 and S6). This CreA de-repression-dependent/XlnR activation-independent mechanism of induction may allow a subset of hydrolases that are targeted more specifically to the intact plant cell wall to play a “scouting” role under carbon starvation conditions, testing for available complex polysaccharides and liberating small quantities of sugar and oligosaccharides which trigger the subsequent larger scale induction of the genes themselves and the remaining majority of hydrolases by XlnR. Such a system would allow the organism to probe the surrounding environment for complex substrates when undergoing carbon starvation, without over-committing resources, until the presence of a degradable substrate is sensed from the release of inducing sugars. The expression of the “scouting” enzymes themselves, as well as the majority of hydrolases, which are completely dependent upon an active form of XlnR for expression, are then induced to extremely high levels (around one-fifth of the total mRNA inside the cell 24 hour after the transfer to straw, Figure 2A). None of the genes identified here as being induced early are predicted to encode enzymatic activities capable of releasing xylose from wheat straw, which would lead to XlnR activation. However, our preliminary data (not shown) indicates that the genes shown here are only part of a larger subset, which may encode such activity. Defining the full subset of hydrolase genes that are induced concurrently with *cbhB* is the subject of ongoing study.

Of the non-CAZy genes that are responsive to straw, both the putative lipase gene (TID_173684) and esterase, *estA* (TID_51662), are induced by the 6 h time point (Figure S1); they therefore form part of the early response, along with *cbhB*, *abfB* and the GH5 family member TID_205580. The lipase-encoding gene shares the same CreA-dependent expression pattern as *cbhB* (Figure S7B). The genes encoding the Pth11 homologue and HsbA are also induced by a lack of carbon source but their induction shows dependence upon neither XlnR nor CreA (data not shown). The extremely early expression of the homologue of *pth11*, after 3 h, may indicate a role in the early stages of the signalling pathway and is the subject of current investigation. The concurrent timing of expression of *hsbA* with the majority of hydrolases, at 9 h, raises the possibility of a role in recruiting hydrolases to the surface of the straw, i.e. analogous to the recruitment of degradative enzymes to the surface of certain plastics [33], [34]. The gene encoding the hydrophobin HfbD was induced later, at 12 h. The possible functionality of surface binding proteins in the recognition of surfaces, and the possibility that those proteins recruit hydrolytic enzymes to the surface, is intriguing and may provide new avenues to enhance the action of hydrolases in the saccharification of biomass in the generation of biofuels and the synthesis of other chemicals within a bio-based economy.

The mechanism by which the presence of a complex substrate, which cannot be imported into the cell, is signalled and triggers expression of the requisite hydrolytic enzyme mix, is widely debated and may vary with fungal species. The predominant induction model in fungal systems [21], [44] proposes that general basal expression of small quantities of hydrolase begins the degradation of complex polysaccharides, thereby producing inducing compounds that elicit the full transcriptional response. It has alternatively been suggested that some relevant genes are induced by carbon source depletion, and that the derived enzymes might play a foraging role, under starvation conditions [45]. Temporally differential expression of complex polysaccharide degrading enzymes and the presence of “scouting” enzymes that do not require the presence of a substrate-derived inducer for expression, but work to release inducing molecules and trigger a larger degradative response, has also been observed for the *A. niger* response to pectin [46], [47] and starch [48] perhaps indicating a conserved response pattern to insoluble substrates. Our data support this model for lignocellulose and we take it further by proposing a succession of events that not only includes the timing of expression of genes encoding hydrolases but also involves sensing proteins and the possibility that surface-binding proteins serve as a scaffold for recruitment of hydrolases. In summary the overall strategy appears to be an induction of a specific, small scale, sensory response by carbon source starvation, mediated at least partially by alleviation of CreA-dependent catabolite repression. This leads, in the event of successful liberation of free sugars from the wheat straw substrate, to the full scale degradative response, which is activated by XlnR (Figure 3).

**Figure 3:**
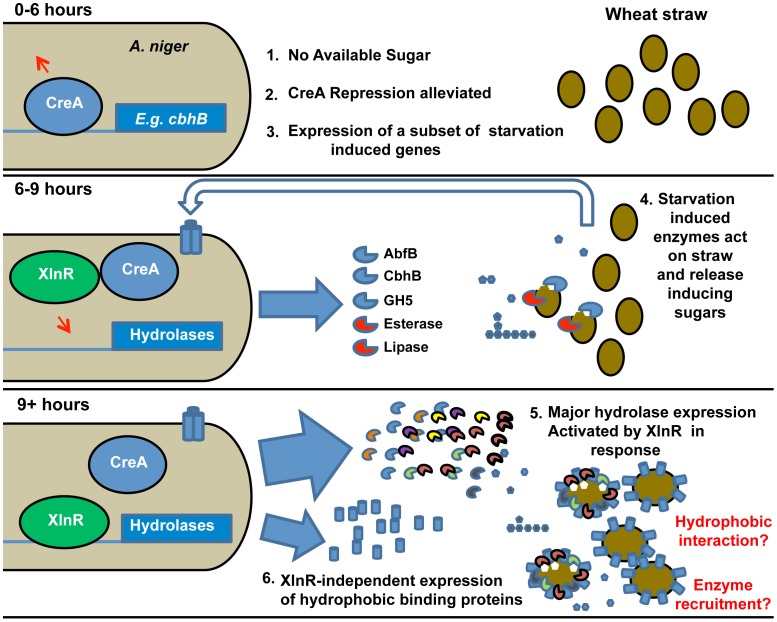
Induction model based on the sequential expression of responsive genes. The sequence of events is illustrated and key events are numbered. The upper panel represents the transcriptional events in *A. niger* upon exposure (0–6 h) to straw represented by filled ovals. Lack of easily-available carbon source leads to the alleviation of CreA repression (represented by the arrow above CreA) and induction of a subset of starvation-induced genes represented by *cbhB*. At 6–9 h exposure to straw (middle panel), the expressed hydrolases and other enzymes (examples named in the Figure.) act upon the wheat straw, releasing small quantities of inducing sugars such as xylose (filled pentamer) as well as glucose (filled hexamer). Transporters for the sugars are induced (indicated by the trans-membrane cylinders and un-filled large arrow). By 9 hours (lower panel) the presence of xylose has caused activation of XlnR and, thereby, large scale expression of hydrolases genes. Also induced by 9 hours, in an XlnR-independent manner, is the hydrophobic binding protein HsbA. The hydrophobin HfbD is induced by 12 hours. A physical association of hydrophobic binding proteins with straw and degradative enzymes is hypothesised and represented. Note that the functionality of XlnR and CreA is indicated by attachment to recognition sequences in target promoters and is meant only to indicate the functional control of those promoters by the transcription factors. Modifications to those transcription factors (e.g. phosphorylation of XlnR in *A. oryzae* [65]) may occur without necessarily implying that their location changes.

### Antisense transcription

Natural antisense transcripts (NATs) are RNAs transcribed from a region of the genome that lies antisense (AS) to a gene. They have been found in a number of organisms, including several fungi [49]–[51], and play various regulatory roles [52]. The number of reads that fell upon the AS strand was counted for each gene in our study and AS RPKM values were calculated in each condition. AS reads accounted for approximately 2% of total reads under the conditions tested (2.41, 1.94 and 2.04% in Glucose 48 h, Straw 24 h and Straw+Glucose 5 h, respectively). Although the vast majority of genes had just a few associated AS transcripts, 521 genes had an AS RPKM of greater than 1 and up to about 120 (Figure S6 and Table S4).

In order to confirm that the NATs observed were biologically significant, and not simply an artefact of RNA-sequencing, a specific example, TID_53176, encoding a predicted membrane protein belonging to the GPR1/FUN34/YaaH family, which is required for acetate uptake in *A. nidulans* [53], was chosen for further analysis. The TID_53176 sense transcript is expressed in the straw media, whilst the AS transcript is expressed in the presence of glucose (Figure 4A).

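The sense counts of TID_53176 (An07g08810) gave 1.29 ± 0.582 RPKM in Glucose 48 h, 30.2 ± 11.7 in Straw 24 h and 1.72 ± 0.171 in Straw+Glucose 5 h (SD, n = 3). The log2 fold change of the sense transcript was 4.19 from Glucose 48 h to Straw 24 h (standard error 0.33, edgeR adjusted p = 2.0e-09) and -3.54 from Straw 24 h to Straw+Glucose 5 h (standard error 0.31, edgeR adjusted p = 1.2e-08). The deposited counts hold sense reads, and the antisense values are the paper's, from Table S4: 107.9, 3.01 and 32.9 RPKM in the 3 conditions in the same order. Set against the sense RPKM of the combined mapping, the paper's antisense value was 83.3 times the sense value in Glucose 48 h and 0.0936 times in Straw 24 h.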

**Figure 4:**
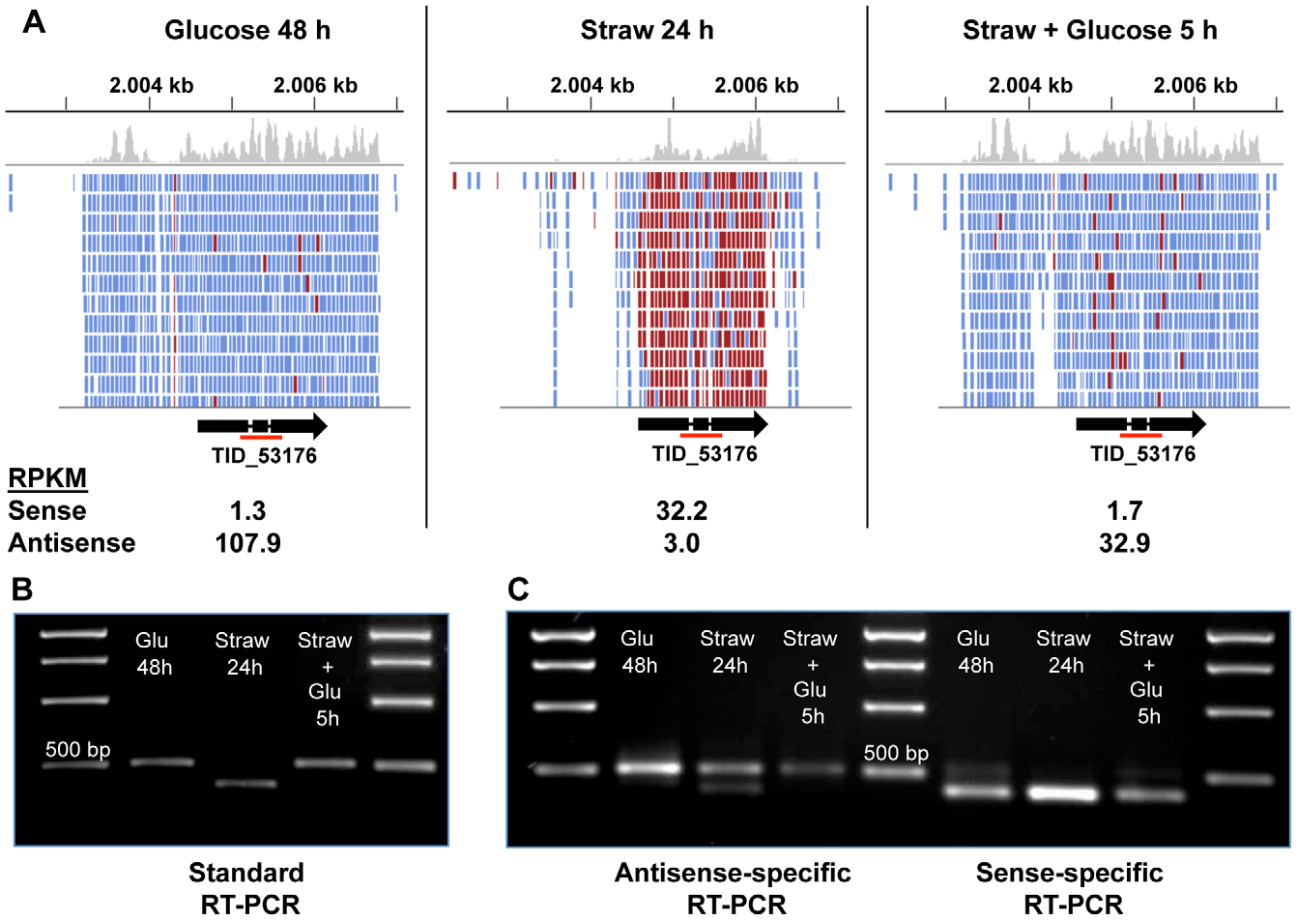
Sense and antisense transcription from TID_53176. (A) Alignment of RNA-seq reads to the TID_53176 genome region under each condition. Reads represented in blue are antisense, those in red are sense. The Figure was constructed using the Integrative Genomics Viewer [62]. (B) Oligo(dT) primed RT-PCR using TID_53176 specific primers. The expected band size from the spliced sense transcript is 411 bp and the size of the non-spliced antisense transcript is 524 bp. The red line under the gene model in panel A indicates the amplified region. (C) Strand-specific RT-PCR. One of the standard PCR primers, with an added sequence tag (Table S5), was used to synthesise cDNA from one strand only and then the PCR step was performed by using the tagged sequencing primer together with the opposing gene-specific primer. The larger band is only seen in the antisense-specific reaction, confirming it does represent an antisense transcript. The smaller band is the only band present in the sense-specific reaction.

The AS coverage level is high in both glucose conditions, and extends over the full length of the predicted gene including the two introns and extends both upstream and downstream, but does not overlap any neighbouring genes (Figure 4A). The sense coverage, seen in the straw condition, is shorter in length and there is almost zero coverage of the introns, indicating that the vast majority of sense transcripts are fully spliced. Figure 4B shows that RT-PCR, using primers upstream of the first intron and downstream of the second, can distinguish between the larger AS product and the shorter, fully spliced, sense transcript. Since oligo(dT) was used as the primer for cDNA synthesis, the AS transcript must be polyadenylated. To verify the strandedness of the two products, strand-specific RT-PCR was performed using a tagged primer approach and the results confirmed that all of the larger product is generated from antisense transcripts, whilst the smaller product is the only band seen in a sense-specific reaction (Figure 4C). A trace amount of a smaller antisense product can be seen in the antisense-specific assay under straw 24 h conditions. This may represent a true RNA intermediate, or it could be due to the high level of sense transcript self-priming and slight carryover of primer from the cDNA synthesis priming its amplification.

To identify AS transcripts that responded to the change in carbon source we calculated the ratio of antisense∶sense expression under Glucose 48 h and Straw 24 h conditions for the 521 genes with an AS RPKM of >1 (Table S4). 

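Of the 521 genes in Table S4, 515 were joined to the deposited sense counts, and for 276 of these the paper's antisense RPKM exceeded the sense RPKM in Glucose 48 h. The edgeR fit tested 142 of the 276, the others having too few sense reads. In Straw 24 h the sense transcript was higher for 60 of the 142 and lower for 18, at an adjusted p under 0.05. For 42 of the 60, the paper's antisense RPKM was below the sense RPKM in Straw 24 h. That does not require a fall in antisense, which rose on straw in some of the 42, such as TID_124656, and fell in others, such as TID_173684. The 60 included 1 gene of Table 1, the xyloglucan-specific endoglucanase gene xgeA (TID_52011), and 1 gene of Table 2, and 8 were annotated as a transporter or permease. The sense RPKM of xgeA was 1.26 ± 1.18 (SD, n = 3) in Glucose 48 h and 297 ± 155 (SD, n = 3) in Straw 24 h. Over all 361 genes of Table S4 that were tested, the sense transcript was higher in Straw 24 h for 96 and lower for 90. Because the sense reads of these libraries also enter the ratio, the 60 genes were partly selected for a low sense value in Glucose 48 h. With antisense RPKM above 2 required on glucose, the alternative that moved the count of 60 most, 28 genes were higher.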

Genes where sense transcription is induced on straw but AS predominates on glucose, include examples of transporters and permeases, CAZy enzymes and the putative lipase TID_173684.

This putative lipase TID_173684, one of the most highly induced genes upon exposure to straw, is also one of the genes showing the most marked antisense∶sense ratio switch (Table S4). Under glucose 48 h conditions there is significant expression of both sense and AS transcripts with a 60% greater level of AS (RPKMs of 1 and 1.6 respectively). After the switch to straw, at 24 h there is a large induction of the sense transcript (∼1700-fold) and AS transcription is cut to less than a third of the initial level (Figure S7A). 

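The sense counts of TID_173684 (An02g09690) gave 0.995 ± 0.308 RPKM in Glucose 48 h, 1587 ± 635 in Straw 24 h and 6.36 ± 2.44 in Straw+Glucose 5 h (SD, n = 3). From the combined mapping the rise on straw was 1735-fold, and after TMM normalization its log2 fold change was 9.87 (standard error 0.76, edgeR adjusted p = 1.5e-09). The log2 fold change stayed between 9.34 and 11.04 with each library left out in turn. The paper's antisense RPKM in Table S4 were 1.62 in Glucose 48 h and 0.463 in Straw 24 h, or 1.63 times and 0.000268 times the sense RPKM of the combined mapping.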

Standard and strand-specific RT-PCR reactions under the same conditions give a similar pattern of bands to that seen above for TID_53176 (Figure 4). Interestingly, in the *ΔcreA* strain sense transcription is seen in both glucose and straw conditions, suggesting that the AS/S ratio switch is regulated either directly or indirectly by CreA. This was confirmed by strand-specific RT-PCR (Figure S7B). The timeline of induction experiment detailed earlier (Figure S1) shows that the AS/S switch in the expression of the putative lipase can be seen to occur between 3 and 6 h after the transfer to straw, which is concurrent with the expression of the carbon starvation induced subset of genes (of which the lipase gene is part). This suggests a possible relationship between carbon source responsive regulation by CreA and antisense transcription, providing an interesting area for further study.

## Methods

### Wheat straw analysis

#### Ball milling

The wheat straw (Cordiale variety) was milled using a Laboratory Mill (Laboratory Mill 3600, Perten, Sweden) and passed through a sieve with a mesh size of 700 µm for size reduction prior to ball milling. 5 g of pre-milled wheat straw was ball-milled in 80 mL stainless steel grinding bowls with 10-mm-diameter steel balls in a Planetary Mill (Pulverisette 5 classic line, Fritsch, Germany), at 400 rpm for a grinding time of 20 min, resulting in an average particle size of ∼75 µm.

#### Sugar analysis

The total sugar in processed ball-milled wheat straw was quantified in the hydrosylate after acid hydrolysis. 30 mg of dried wheat straw was weighed and subjected to a two stage acid hydrolysis initially with 12 M sulphuric acid for 1 hour at 37°C followed by 1 M sulphuric acid for 2 hours at 100°C. The monosaccharide analysis was performed on the supernatant. Sugar monomers in culture supernatants, collected at appropriate times points and separated from mycelia and insoluble straw by filtration through Miracloth (CalBioChem), and fully acid hydrolysed residues were determined by high-performance anion exchange chromatography with pulsed amperometric detection (HPAEC-PAD) (Dionex, UK) using a CarboPac PA20 column with 50 mM NaOH isocratic system at working flow rate of 0.5 ml/min at 30°C. Glucose, xylose, arabinose and galactose were used as standards with mannitol as an internal standard.

#### Lignin analysis

The acetyl bromide method [54], [55] was performed to quantify lignin in wheat straw samples. 100 mg of dried sample was digested with 4 ml of 25% v/v acetyl bromide in glacial acetic acid (HAc) in a Teflon capped tube at 50°C for 2 h with occasional mixing. After cooling, the digested sample volume was made up to 16 ml with HAc. After centrifugation at 3000 g for 15 min, 0.5 ml of the supernatant was mixed with 2.5 mL of HAc and 1.5 mL of 0.3M NaOH. 0.5 mL of 0.5M hydroxylamine hydrochloride solution was then added and the volume was made up to 10 mL with HAc. An analytical sample of low sulphate lignin (Sigma) was used as the standard for quantitative analysis by the acetyl bromide method. 10 mg of the lignin was dissolved in 5 ml of dioxane and 0.2, 0.3, 0.4, 0.5 and 0.6 mL was added in Teflon capped tubes to determine a standard curve. A reagent blank was also included. 0.5 mL of 25% acetyl bromide in glacial acetic acid (HAcBr) was added to each tube and incubated at 50°C for 30 min. The samples were cooled and 2.5 mL of HAc, 1.5 mL of 0.3 M NaOH, and 0.5 mL of 0.5 M hydroxylamine hydrochloride solution were added. The final volume was made up to 10 mL with HAc. Optical density was measured by scanning from 250 to 400 nm in a UV-Visible spectrophotometer (Varian, UK). The concentration of acetyl bromide soluble lignin for the samples was determined from the standard curve measured at 280 nm.

#### X-ray diffraction

The percentage cystallinity in the milled straw samples was estimated using X-ray diffraction, according to a variation of the method of Ruland and Vonk [56]. Cellulose is presumed to be the only crystallisable polymer in the cell-wall matrix so non-cellulose components such as lignin and hemicelluloses also contribute to the non-crystalline proportion. Powder measurements were carried out on a Siemens D5000 system, with copper Kα X-ray source, with scans performed from 5 to 50° 2è, A linear baseline was applied between the scan limits and a diffractogram of a ball-milled (fully amorphous) straw sample was then subtracted from the experimental profiles.

### Strains and growth conditions

The *A. niger* strains used were N402 [57] and AB4.1 *pyrG* [7] or as specified otherwise. Strains were maintained on potato dextrose agar (Oxoid). All AB4.1 cultures were supplemented by 10 mM uridine (Sigma). Cultures were incubated at 28°C until they had conidiated. Spores were harvested into 0.1% (v/v) Tween 20 (Sigma). Δ*xlnR* and Δ*creA* strains are *A. niger* AB4.1 *pyrG* containing a deletion of the respective open reading frame. Strains were constructed using the method developed by Scherer and Davis. [58] based on recombination between a plasmid containing the flanking region of the gene of interest and the chromosome. As a selection/counter-selection marker we used the gene coding for the orotidine-5-phosphate decarboxylase [59] (*pyrG*, from *Aspergillus oryzae*). After transformation of *A. niger*, cells were selected for uridine prototrophy, confirming integration of the plasmid into the chromosome. After purification of the transformants, release of the selective pressure for the integrated plasmid was achieved by propagating the clones twice on potato dextrose agar containing 10 mM uridine. Selection for cells that had excised the plasmid from the chromosome was done by plating them on media containing 4 mM of 5-fluoro-orotic acid (Melford) and 1.6 mM uridine. Deletion of *creA* or *xlnR* was confirmed by PCR using internal and external oligonucleotide primers and by sequencing around the respective loci.

Liquid batch cultures were inoculated with spores to a final concentration of 10^6^ spores/ml. *A. niger* was grown in 100 ml of minimal media [all l^−1^: NaNO_3_, 6 g; KCl, 0.52 g; MgSO_4_.7H_2_O, 0.52 g; KH_2_PO_4_, 1.52 g; Na_2_B_4_O_7_.10H_2_O, 0.008 mg; CuSO_4_.5H_2_O, 0.16 mg; FePO_4_.H_2_O, 0.16 mg; MnSO_4_.4H_2_O, 0.16 mg; NaMoO_4_.2H_2_O, 0.16 mg; ZnSO_4_, 1.6 mg] with the appropriate carbon source added to a final concentration of 1% (w/v) in 250 ml Erlenmeyer flasks at 28°C, shaken at 150 rpm. The standard time-course consisted of growth for 48 h in 1% (w/v) glucose media, after which mycelia were removed by filtration through Miracloth (Merck), washed thoroughly with media devoid of carbon source, and transferred to fresh media containing 1% (w/v) ball-milled wheat straw as sole carbon source. Incubation was continued for 24 h. Glucose was then added exogenously to a final concentration of 1% (w/v) and incubation continued for 5 hours. Figure 1 shows an image of a mycelial clump that was magnified using a Nikon SMZ1000 stereomicroscope and the picture taken using a Nikon 4500 camera.

### RNA extraction

Mycelia from each condition were frozen and ground under liquid nitrogen using a mortar and pestle. Total RNA was extracted from the ground material using the TRIzol reagent protocol (Invitrogen). An additional clean-up was performed using the RNEasy Mini Kit (Qiagen), following the manufacturer's RNA Clean-up protocol, including the additional on-column DNAse digest.

### RT-PCR

SuperScript III Reverse Transcriptase (Invitrogen) was used to synthesise cDNA from total RNA according to manufacturer's instructions, using oligo(dT) as primer or tagged gene specific primers for strand-specific experiments. 0.5 µg of total RNA was used for each reverse transcription. PCR reactions were performed using Phusion (New England Biolabs) using 1 µl of cDNA in a 25 µl reaction. PCR conditions were 30 cycles of denaturation at 98°C for 30 s, annealing at 60°C for 30 s and extension at 72°C for 30 s. For PCR amplification of cDNA synthesised strand-specifically, a primer identical to the added tag sequence was paired with the opposing standard primer. In this way only cDNA synthesised from the tagged primer, and not non-specifically self-primed transcripts, was amplified.

qPCR amplifications were carried out using the Applied Biosystems 7500 Fast Real-Time PCR system. The PCR reaction mixture (10 µl) contained 1 µl of cDNA, specific primer sets (175 nM final concentration), and FAST SYBR-Green Master Mix (Applied Biosystems). PCRs were carried out for 40 cycles; denaturation at 95°C for 15 seconds, annealing at 67°C for 30 seconds, and extension at 60°C for 60 seconds. All measurements were independently conducted 3 times on 2 separate biological isolates. The specificity of primer sets used for qRT-PCR amplification was evaluated by melting curve analysis. The Standard Curve Method was used for quantification against a known concentration of genomic DNA (Li et al 2009). All primers used, and sequences are listed in Table S5.

### RNA-seq

10 µg of Total RNA was depleted of ribosomal RNA using the Ribominus Eukaryotic kit (Invitrogen). SOLiD whole transcriptome libraries were made as outlined in the SOLiD Whole transcriptome kit protocol (Applied Biosystems). The Quant-it HS dsDNA assay kit (Invitrogen) was used to measure the concentration of libraries in order to pool equimolar amounts. Pooled libraries were gel-purified using 2% size-select E-gels to 200–300 bp (Invitrogen). Emulsion PCR (0.5 pM final concentration of pooled libraries) and bead-based enrichment was carried out according to the SOLiD 4 Templated bead preparation guide containing library. Sequencing was performed on a SOLiD 4 ABi sequencer according to the manufacturer's instructions to generate 50 bp reads in colour space.

### Data analysis

SOLiD 4 RNA-seq reads from each experimental sample were mapped to the two published genome sequences of *A. niger* (JGI *A. niger* version 3.0 unmasked assembly scaffolds and gene annotation and CADRE *A. niger* assembly) using the BioScope 1.3.1 Whole Transcriptome Pipeline (LifeTechnologies). This included the initial filtering of reads against a collection of published *A. niger* rRNA sequences prior to mapping (Genbank [60] sequence IDs: 197115286, 300675560, 222105557, 312434471, 34304202, 241017633, 157267321, 213866863). BioScope provided the primary read alignment position of each read mapped against the complete genome sequence and exon spanning junctions using available gene coordinate information. Read alignment results were recorded in BAM format for further downstream analysis. Read counts per gene were calculated for each sample with Htseq-count (http://www-huber.embl.de/users/anders/HTSeq) using the BAM file and genome annotation as the input. Strand-specific RNA-seq reads, as generated by SOLiD, can be specified for when executing Htseq-count in determining accurate read counts per gene. These counts were then used to calculate normalized expression values (RPKM) for each gene [61]. Additionally, antisense transcription could be detected by comparing gene counts generated by Htseq-count when opting to ignore or include strand-specificity in the calculations.. Data were further visualised using Integrative Genomic Viewer (IGV) [62]. Raw and processed data files have been submitted to the Gene Expression Omnibus, under accession number GSE33852. Reads were mapped against an EST assembly of Genbank EST records [60] for the wheat *Triticum aestivum* (taxon id 4565; 1,073,845 EST's March 2012) a publicly available wheat genome [63]. The number of reads that mapped was no higher in the wheat-grown *A. niger* cultures than it was in the glucose-grown cultures. This suggests wheat transcript levels are insignificant, and any reads mapping to the wheat genome are simply due to a basic level of homology between genomes.

### Identification of secreted proteins

Proteins in culture supernatant from relevant times were separated on 4–20% Tris-glycine Novex SDS-PAGE gels (Invitrogen). 15 µl Tris-glycine-SDS loading buffer was added to 12 µl supernatant plus 3 µl 1 M DTT. The sample mixture was heated to 100°C for 5 minutes before being loaded onto the gel with running conditions of 100 V for 3 hours. The gel was subsequently silver stained [64]. Bands resolved by size were excised from the gel, diced into cubes (∼1 mm^3^) and placed into individual wells of a microtitre plate, processed (destained, reduced, alkylated) and digested with trypsin using standard procedures on a MassPREP station (Waters). Resulting peptides were delivered via nanoflow reversed phase-HPLC to a Q-ToF2 (Waters) for tandem MS analysis. An automated experiment (DDA = data dependent acquisition) was run where selected peptides automatically enter MSMS for fragmentation. The data was searched against the Swissprot and NCBInr databases using the MS/MSIONS search on the MASCOT web site (http://www.matrixscience.com) using the variable modifications of carbamidomethylation of cysteine and oxidation of methionine.

## Supporting Information

Figure S1 **RT-PCR measurement of gene expression over time after the switch to growth on wheat straw.** Results shown are representative of at least two biologically independent experiments. Time of induction varies for different genes, with two notably distinct clusters of induction at the 6 h and 9 h time points.
(PDF) Click here for additional data file.

Figure S2 **qRT-PCR analysis of glycoside hydrolase gene expression after 6 and 9 hours of exposure to straw.** Expression was measured in the N402 strain. Results shown are representative of at least two biologically independent experiments. * indicates significant induction (a p-value of >0.01 in an equal variance, one-tailed T-test) compared to the expression level measured at the Glucose 48 h time point.
(PDF) Click here for additional data file.

Figure S3 **qRT-PCR analysis of glycoside hydrolase gene expression after 24 hours exposure to straw in** *ΔxlnR* **and parent strain.** Results shown are triplicate measurements taken from each of at least two biologically independent experiments.
(PDF) Click here for additional data file.

Figure S4 qRT-PCR analysis of glycoside hydrolase gene expression in the *ΔcreA* **and parent strain after 48 hours growth on glucose.** Results shown are triplicate measurements taken from each of at least two biologically independent experiments. * indicates significant change in expression level (a p-value of >0.01 in an equal variance, one-tailed T-test) in the mutant strain, when compared to the parent strain.
(PDF) Click here for additional data file.

Figure S5 **qRT-PCR analysis of glycoside hydrolase gene expression in the N402 wild-type after the switch to media completely devoid of carbon source.** Expression was measured in the wild-type strain. Results shown are representative of at least two biologically independent experiments. Fold-induction values for *cbhA* and *GH61* inductions were <3 and are therefore not visible on the scale of this Figure. * indicates significant induction (a p-value of >0.01 in an equal variance, one-tailed T-test) compared to the expression level measured at the Glucose 48 h time point.
(PDF) Click here for additional data file.

Figure S6 **Distribution of genes as a function of their antisense RPKM.** Antisense RPKM was calculated for each gene in Glucose 48 h (blue bar) and Straw 24 h (red bar). Approximately 5 percent of genes have a value of 1 or more RPKM. The number of genes is represented on a log scale.
(PDF) Click here for additional data file.

Figure S7 **Characterisation of** *tfl1* **transcripts from sense and antisense directions and their regulation by CreA.** **A. Antisense transcription through** *tfl1* **in glucose growth conditions.** RNA-sequencing reads aligned to the *tfl1* locus in Glucose 48 h and Straw 24 h conditions. The figure is adapted from Integrated Genomics Viewer. Blue reads are sense, and red reads antisense, to *tfl1*. RPKM values for sense and antisense for each condition are given below the gene model. The red line below the gene model indicates the region amplified in RT-PCR (B). **B. Confirmation of antisense transcript and its regulation by CreA.** The RT-PCR primers amplify a region (indicated by the red line) spanning across the first two introns of the gene (A). A non-spliced transcript will generate a product of 507 bp; A fully spliced transcript, a product of 365 bp, and a transcript with a single intron removed will give a product of either 421 or 451 bp. Standard RT-PCR (which does not differentiate between sense and antisense transcripts) on the parent strain shows, when grown on straw the product size is as expected from a spliced transcript template. In contrast, when grown on glucose, a larger product is observed. Strand-specific RT-PCR confirms that the predominant band seen at glucose 48 h in the conventional RT-PCR is from the antisense strand, whilst in straw the predominant band is sense to *tfl1*. In a *ΔcreA* strain, standard and strand-specific RT-PCR shows that the products formed are from RNAs that are mainly sense to *tfl1*. The existence of low levels of spliced and partially spliced intermediates of antisense transcripts can also be observed. Results shown are representative of at least two biologically independent experiments.
(PDF) Click here for additional data file.

Table S1 **Genes annotated in the CBS 513.8 genome but not the ATCC 1015 genome.**
(XLS) Click here for additional data file.

Table S2 **Read mapping scores and RPKM values for each biological replicate, the combined mapping scores and statistical significance scores for all genes under Glucose 48 h, Straw 24 h and Straw+Glucose 5 h conditions.**
(XLSX) Click here for additional data file.

Table S3 **Inter-sample correlation comparison.** R-squared values for comparison of each of the mapping results of each individual biological sample.
(XLSX) Click here for additional data file.

Table S4 **Antisense and sense RPKM values and ratios under Glucose 48 h, Straw 24 h and Straw+Glucose 5 h conditions, for all genes with an antisense RPKM >1 in any condition.**
(XLSX) Click here for additional data file.

Table S5 **Primers used in this study.**
(XLSX) Click here for additional data file.

# Supplementary material for: Uncovering the Genome-Wide Transcriptional Responses of the Filamentous Fungus Aspergillus niger to Lignocellulose Using RNA Sequencing
**Source:** PLoS Genet. 2012 Aug 9;8(8):e1002875. doi: 10.1371/journal.pgen.1002875

## A. RNA-seq alignment

Glucose 48h

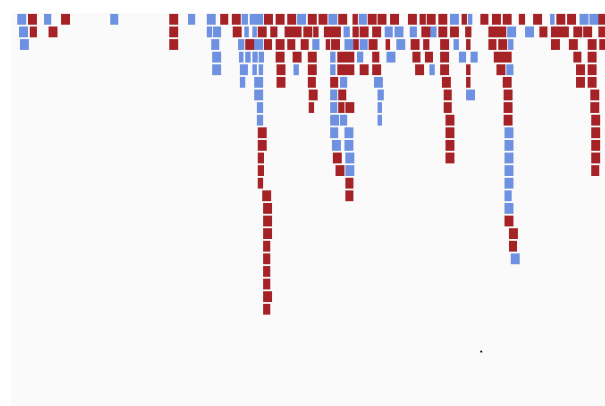

*tfl1*

RPKM sense 1.0

RPKM antisense 1.6

Straw 24h

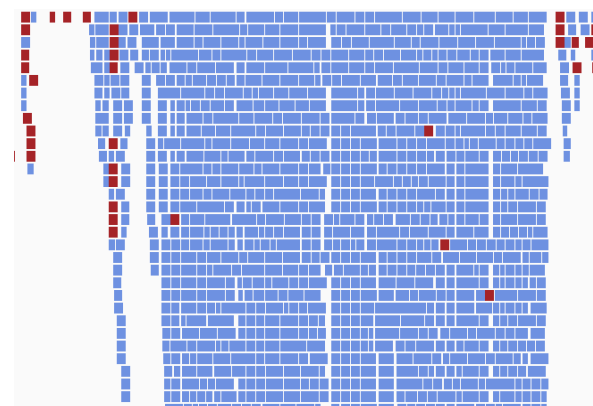

*tfl1*

1728.9

0.5

## B. RT-PCR confirmation

AB4.1

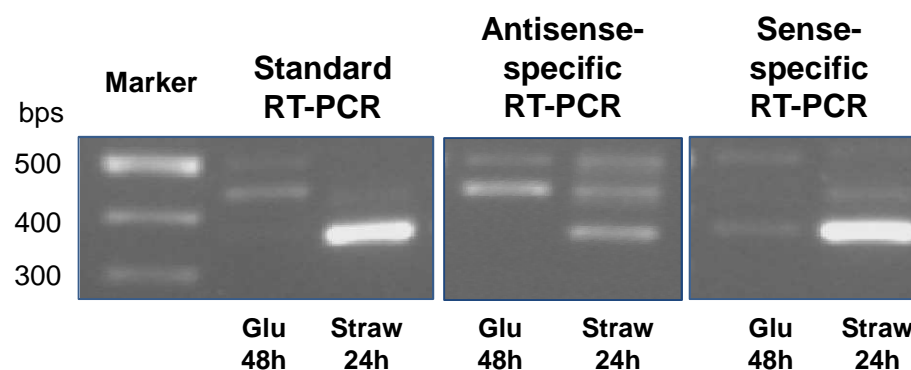

AB4.1  
 $\Delta creA$

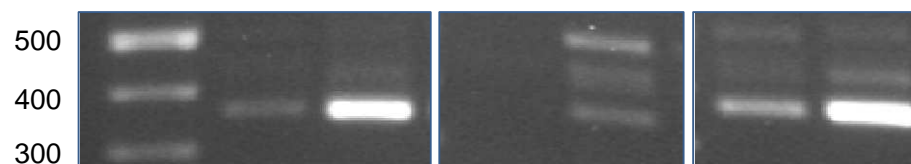

**Supplement:** Figure S7 — Characterisation of tfl1 transcripts from sense and antisense directions and their regulation by CreA. A. Antisense transcription through tfl1 in glucose growth conditions. RNA-sequencing reads aligned to the tfl1 locus in Glucose 48 h and Straw 24 h conditions. The figure is adapted from Integrated Genomics Viewer. Blue reads are sense, and red reads antisense, to tfl1. RPKM values for sense and antisense for each condition are given below the gene model. The red line below the gene model indicates the region amplified in RT-PCR (B). B. Confirmation of antisense transcript and its regulation by CreA. The RT-PCR primers amplify a region (indicated by the red line) spanning across the first two introns of the gene (A). A non-spliced transcript will generate a product of 507 bp; A fully spliced transcript, a product of 365 bp, and a transcript with a single intron removed will give a product of either 421 or 451 bp. Standard RT-PCR (which does not differentiate between sense and antisense transcripts) on the parent strain shows, when grown on straw the product size is as expected from a spliced transcript template. In contrast, when grown on glucose, a larger product is observed. Strand-specific RT-PCR confirms that the predominant band seen at glucose 48 h in the conventional RT-PCR is from the antisense strand, whilst in straw the predominant band is sense to tfl1. In a ΔcreA strain, standard and strand-specific RT-PCR shows that the products formed are from RNAs that are mainly sense to tfl1. The existence of low levels of spliced and partially spliced intermediates of antisense transcripts can also be observed. Results shown are representative of at least two biologically independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

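Sense-strand RNA-seq counts of A. niger N402 were analysed in 9 libraries, 3 independent cultures of each of the Glucose 48 h, Straw 24 h and Straw+Glucose 5 h conditions. Conditions and replicate letters were taken from the sample titles. The authors' steps before the deposited values were depletion of ribosomal RNA, 50 bp SOLiD sequencing, removal of ribosomal reads, mapping to the ATCC assembly of A. niger, strand-specific counting on gene models with htseq-count and division into RPKM. Each file gives the count, length and RPKM of 11197 gene models and the totals of reads on no annotated gene and of ambiguous reads. The RPKM values were checked to be the counts divided by model length and by all mapped reads, with ambiguous reads and reads not counted on a gene in the total.

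Reads on genes ranged from 425634 to 2470453 per library, and 3 counts, the upper limit that a count of 0 allows, correspond to between 1.21 and 7.05 CPM (the count scaled to the gene reads of its library). Such limits cover counting error only, since the reads carry no molecular identifiers and are not independent molecules.

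Counts were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, 1 coefficient per condition and no covariate, and quasi-likelihood F-tests with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p under 0.05. The filter kept 7431 gene models. The common dispersion was 0.0673, a biological coefficient of variation of 0.259, and the TMM factors ranged from 0.814 to 1.14. Standard errors of log2 fold changes were taken as the fold change divided by the square root of its F statistic. Values with an SD are means over the 3 replicates. The 3 comparisons were Straw 24 h against Glucose 48 h, Straw+Glucose 5 h against Straw 24 h, and Straw+Glucose 5 h against Glucose 48 h. Shares of RPKM were compared with exact permutation tests, for which 3 libraries against 3 cannot give p below 0.1. Correlations across genes used 100000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

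The edgeR fit was tested on simulated data, in which 200 genes were changed between Straw 24 h and Glucose 48 h. It recovered 77.7% of the 193 changed genes that passed the filter and 95.9% of those changed at least 4-fold, and 8 of its 158 calls were false (5.06%). In the same data, DESeq2 recovered 77.7% with 4.46% false calls, and limma on log2(value + 1) recovered 75.5% with 15.2% false calls. Fisher's exact test on summed counts at p under 0.001 recovered 94.5% with 1811 false calls among 2000. Far fewer genes were changed in the simulation than were called in the real data, so the shares of false calls do not carry over.

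Genes were named by a rule written before the data were examined. It covers each gene of Tables 1 and 2, each other gene that the paper names with an identifier that could be joined, and in each comparison the 2 genes with the largest rise and the 2 with the largest fall among called genes whose 2 groups of CPM values do not overlap and whose mean is at least 10 CPM in the higher group. The values of Tables 1 and 2 and of part of Table S2 had been seen when the rule was written. The models gw1.1194.1.1 and fgenesh1_pg.C_scaffold_7000375, and the pairs of neighbouring genes, were chosen after their values were seen. Neighbouring genes are those on the same contig of the CBS reference assembly, and chromosome numbers in digits are those of the deposited ATCC gene models.

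The alternatives set before the data were examined were RLE size factors, library totals, DESeq2 1.42.0, no low-count filter, a filter of 1 CPM in 3 libraries, a replicate block, fits of only the 6 libraries compared, each library left out in turn, a threshold of 0.001, Fisher's exact test on summed counts, limma 3.58.1 on log2 RPKM with a pseudocount of 1 or 0.1 and with or without a minimum mean RPKM of 1, and other scales, totals and limits for the shares, R-squared values, fold rules and Table S4 genes. Those without gw1.1194.1.1 were added after its share had been seen.

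Genes that could not be joined to the deposited models, among them An02g02540, An03g06560, hfbD, glaA, abfB, xlnR, creA, TID_209771 and TID_54093, were not used here, nor were the authors' mapping to the CBS assembly, the RT-PCR time course or the deletion strains. The share held by glaA, planned at the start, was not computed for this reason. Antisense values were taken from Table S4 and are the paper's.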

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

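The relation with ambiguous reads, the sets with 1 replicate left out for the 2 models that met the rule, the share of genes kept without replicate A of Glucose 48 h and the splits of the libraries were chosen after the result was seen.

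Gene model gw1.1194.1.1, which the paper does not discuss, held up to 73.1% of the summed RPKM of a library, in replicate A of Glucose 48 h, and at least 21.4% in each of the 9 libraries. Its RPKM was 42642 ± 6753 in Glucose 48 h, 41630 ± 12872 in Straw 24 h and 42313 ± 25086 in Straw+Glucose 5 h (SD, n = 3), and the edgeR log2 fold changes between conditions lay within the spread (-0.92, 0.53 and -0.40, adjusted p = 0.26, 0.53 and 0.66). The direction of these changes was not resolved, since with single libraries left out the first ran from -1.36 to 0.38. Across the 9 libraries, its share of mapped reads followed the share of ambiguous reads (Pearson r = 0.939, exact permutation p = 2.1e-04, adjusted p = 8.4e-04 over 4 relations; Spearman rho = 0.933, exact permutation p = 7.5e-04, adjusted p = 0.0015). Without the 2 libraries farthest from the median, r was 0.874. Against the share of reads on all other genes, r was -0.402 (exact permutation p = 0.28) and rho -0.567 (exact permutation p = 0.12). The model had between 13.6 and 20.0 reads per 100 ambiguous reads, with a coefficient of variation of 11.9%, against 75.8% per 100 reads on genes. A candidate explanation is that its reads come with the ambiguous reads and not with gene expression, and r = 0.939 goes with this. Within a condition there are 3 libraries, too few to test the relation. Reads shared with other copies of the sequence were not tested, because no sequence was used here, and no biological explanation was tested. The model is counted in the total behind each share of RPKM and in the R-squared values.

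Gene model e_gw1.19.387.1 met the rule of at least 20-fold and 50 RPKM on straw and is not in Tables 1 and 2. Its combined RPKM was 0 in Glucose 48 h, 51.0 in Straw 24 h and 8.42 in Straw+Glucose 5 h, at least 200-fold higher in Straw 24 h than a floor of 3 counts over the Glucose 48 h group. A single replicate may decide whether it passes: 5 of the 6 sets with 1 replicate of Straw 24 h or Glucose 48 h left out met the rule, and without replicate B of Straw 24 h its combined RPKM was 49.1. Without that replicate the bound was 193-fold, and without 1 replicate of Glucose 48 h it was 133-fold to 134-fold. Whether the model was left out of the tables for its annotation was not tested.

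Gene model fgenesh1_pg.C_scaffold_7000375 also met the rule and is not in the tables, with a combined RPKM of 2.98 in Glucose 48 h, 66.1 in Straw 24 h and 89.2 in Straw+Glucose 5 h. A single replicate may decide this as well, since 4 of the 6 sets with 1 replicate left out met the rule. Its fold was 18.6 without replicate C of Straw 24 h and 16.9 without replicate A of Glucose 48 h. It was higher in Straw 24 h than in Glucose 48 h in the edgeR fit (log2 fold change 4.16, adjusted p = 2.8e-09), and higher again after glucose was added (1.03, adjusted p = 0.0049). Its response to straw remains an open biological explanation that these libraries alone do not test further.

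The paper's text and the columns of Table S2 give no test of Straw+Glucose 5 h against Glucose 48 h. In the edgeR fit, 2892 genes differed, 1588 higher and 1304 lower in Straw+Glucose 5 h. The possibility that replicate A of Glucose 48 h, with the fewest reads on genes, makes the difference is argued against by the 94.5% of these genes that were also called, in the same direction, without it. Splits of the libraries cannot by themselves exclude chance assignment in any of the 3 comparisons, because 10 splits never give a share under 0.1. In fits of only the 6 libraries compared, the real split gave 3157, 3554 and 2663 genes. Each of the other splits gave 0 genes in all 3 comparisons, so only the real split of 10 gave as many. That is 1 of 10 splits for Straw 24 h against Glucose 48 h, for Straw+Glucose 5 h against Straw 24 h and for Straw+Glucose 5 h against Glucose 48 h. Library scaling moved the balance: with library totals 1389 genes were higher and 1415 lower. The 2 conditions differ in time since transfer and in the presence of straw as well as in sampling, so a biological difference stays open and untested. The rule for named genes ranks by fitted fold change, which for a group at 0 counts rests on the fit. By it the largest rises were fgenesh1_pg.C_scaffold_18000144 (combined RPKM 0 and 15.1, at least 174-fold over a floor of 3 counts) and estExt_fgenesh1_pg.C_70007 (0 and 23.9, at least 161-fold), while cbhB (TID_51773), with reads in both groups, was 349.9-fold higher. The largest falls were e_gw1.7.1009.1 (2.87 and 0, at least 78.6-fold) and e_gw1.1.1953.1 (256 and 0.413, 620-fold). On combined RPKM with reads in both groups, gw1.10.303.1 was 539-fold lower, more than the bound for e_gw1.7.1009.1.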

How the results depend on the processing

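The alternatives without gw1.1194.1.1 were chosen after the data were seen, and the rest were set before. The share held by glaA was not run under any alternative, because the gene was not joined.

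Counts of changed genes stayed within 1.5 times the reported value with RLE size factors, library totals, DESeq2, both low-count filters, fits of the 6 libraries compared, library totals without gw1.1194.1.1 and each library left out. With a library left out, Straw 24 h against Glucose 48 h gave 2882 to 3617 genes, Straw+Glucose 5 h against Straw 24 h 2930 to 3804 and Straw+Glucose 5 h against Glucose 48 h 2290 to 3165. The 29 and 26 calls of Tables 1 and 2 on straw were the same count in each of these, and Table 2 genes lower after glucose numbered 20 to 23.

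A threshold of 0.001 left 1786 genes (1011 higher, 775 lower) for Straw 24 h against Glucose 48 h, 1710 (785, 925) for Straw+Glucose 5 h against Straw 24 h and 1283 (748, 535) for Straw+Glucose 5 h against Glucose 48 h, by its construction. Fisher's exact test on summed counts gave 2795 lower genes in the first comparison, 2540 higher in the second and 2246 lower in the third. It takes no account of the spread between cultures, and in simulated data 90.5% of its calls were false. Limma on log2(RPKM + 1) gave 1908 genes with 429 lower in the first, 1789 with 334 higher in the second and 680 (380 higher, 300 lower) in the third. With a pseudocount of 0.1 these were 1844 with 407 lower, 1609 with 326 higher, and 802 (479, 323). With a mean RPKM of at least 1 they were 1317 (922, 395), 1381 (322, 1059) and 719 (346, 373). The lean towards higher genes in the first comparison (77.5% against 53.2%) and lower genes in the second follows from the RPKM total, because the share of mapped reads on genes changed by 0.62 and -0.63 on the log2 scale. The first of these was 0.00568 without replicate A of Glucose 48 h, and the second ran from -0.90 to -0.46 with libraries left out. The fall in the number of calls was not traced, and the cause was not tested.

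No pairing of the cultures by replicate letter was detected, though 3 libraries per condition are too few to exclude it. Correlations of deviations between libraries with the same letter were 0.16, 0.0244 and 0.0645 (Glucose 48 h with Straw 24 h), 0.00357, -0.00301 and 0.0338 (Glucose 48 h with Straw+Glucose 5 h) and 0.0226, 0.105 and -0.0987 (Straw 24 h with Straw+Glucose 5 h). Libraries with different letters gave values from -0.20 to 0.19. With a replicate block, 3296, 3435 and 2847 genes changed, and Tables 1 and 2 gave 29, 28, 26 and 22 calls as before. TID_53620 passed the threshold as higher after glucose with the block (adjusted p = 0.049), and with library totals without gw1.1194.1.1 both it (0.0100) and hyp1 (0.022) did.

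The fold rule at 10-fold and 25 RPKM gave 124 models, by its construction. The Table 1 share of counts was 0.112% in Glucose 48 h, 25.2% in Straw 24 h and 1.07% in Straw+Glucose 5 h. Leaving the 10 highest other models out of the total gave 0.131%, 27.1% and 0.992%, and leaving out gw1.1194.1.1 gave 0.111%, 23.5% and 0.772%, the smaller total being the cause. The 0.111% of Glucose 48 h depends on replicate A, which had 0.201%, against 0.0725% and 0.0581% in replicates B and C. The share of counts held by the 5 families was 65.8%. With a library left out, the Straw 24 h share ran from 13.0% to 19.1%.

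Mean R-squared within Glucose 48 h (0.989), Straw 24 h (0.954) and Straw+Glucose 5 h (0.982), and between conditions (0.954), became 0.859, 0.934, 0.948 and 0.584 on log2(RPKM + 1), 0.834, 0.879, 0.872 and 0.634 with Spearman, 0.690, 0.706, 0.802 and 0.375 from counts, 0.718, 0.895, 0.882 and 0.146 without the 10 highest models, and 0.871, 0.811, 0.909 and 0.413 without gw1.1194.1.1. The last 2 leave out the models that set the value, and for the other scales the cause was not tested.

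Genes back within 2-fold of Glucose 48 h numbered 28 within 5-fold and 12 by the test of no significant difference, and 7 to 10 with a library left out. Table S4 genes with raised sense counts numbered 38 and lowered ones 9 at a threshold of 0.001, and 28 were raised with antisense RPKM above 2. The correlation of antisense with sense changes lost significance with antisense above 1 in both conditions (rho = 0.110, permutation p = 0.25; Pearson r reversed to -0.0308, permutation p = 0.75) and with antisense above 2 in either (rho = 0.0996, permutation p = 0.20; r = 0.131, permutation p = 0.092). Fewer genes, 110 and 166 of 361, entered these.

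For named genes, 127 log2 fold changes were recomputed under the alternatives, and 2742 of 2792 values kept their direction and side of the threshold, 20 lost and 24 gained significance and 6 reversed. Most of those that lost it were of TID_40740 and TID_180489, which had log2 fold changes of -0.90 and -0.75 after glucose was added. The 6 are cbhB (TID_51773) and TID_43786 in Straw+Glucose 5 h against Straw 24 h, which had 0.39 and 0.12 and under limma gave -0.0975 and -0.418 with a pseudocount of 1 (with or without the minimum mean) and -0.0979 and -0.427 with 0.1. Their adjusted p was above 0.05 there (0.71 to 0.96), and the RPKM scale moved the median of all tested genes by -0.60 from that with library totals, so these flips follow from the scaling. Genes under 3 counts in a group are limited by depth, and replicate A of Glucose 48 h, with 425634 reads on genes, limits them most.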

Differences from the paper's values

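Table S3 gives, for the 3 pairs of libraries within Straw+Glucose 5 h, the same R-squared values as for the 3 pairs within Glucose 48 h. For replicates A and B of Straw+Glucose 5 h the paper's value is 0.9788 and the value here is 0.986. For A and C the paper's value is 0.9895 and the value here is 0.967. For B and C the paper's value is 0.9975 and the value here is 0.994. The other 33 pairs of Table S3 matched the linear RPKM values here to the digits printed. None of the alternatives set before the data were examined brought these 3 pairs to the paper's values: on log2(RPKM + 1), as Spearman correlations, from counts and without the 10 highest gene models all 3 differed from the paper.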

Other observations

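The R-squared values without gw1.1194.1.1, the antisense correlations with a share of sense taken off and the tests of neighbouring gene pairs were chosen after the result was seen.

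R-squared of linear RPKM was high between libraries of different conditions (median 0.969 over 27 pairs). A candidate explanation is that 1 gene model, gw1.1194.1.1, sets the value. Without it the median was 0.436, and the lowest was 0.136. Within the conditions the lowest values without it were 0.819 in Glucose 48 h, 0.700 in Straw 24 h and 0.851 in Straw+Glucose 5 h.

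Across the 361 tested genes of Table S4, the change of the paper's antisense RPKM from Glucose 48 h to Straw 24 h (log2 with 0.1 added) was weakly and positively related to the change of the sense counts (Spearman rho = 0.123, permutation p = 0.020, adjusted p = 0.020; Pearson r = 0.140, permutation p = 0.0077, adjusted p = 0.015 over 2 relations). Genes are not independent replicates. In the 110 genes with antisense RPKM above 1 in both conditions, rho was 0.110 (permutation p = 0.25) and Pearson r was -0.0308 (permutation p = 0.75). The relation was not significant there, but rho was close to that of all 361 genes, so its absence is not shown. Over the whole list, then, a rise in sense did not go with a fall in antisense. Sense reads counted on the antisense strand could give a positive relation. In the 7 genes with at least 100 sense RPKM in Straw 24 h, antisense was 0.879% of sense at the median and 0.0268% at the lowest, in TID_173684. With 0.0268% of sense taken off antisense in both conditions, rho was 0.117 (permutation p = 0.027) and r 0.126 (permutation p = 0.016), and with 0.879% rho was 0.0681 (permutation p = 0.20) and r 0.0589 (permutation p = 0.27). The 7 genes were listed because their antisense RPKM exceeded 1 in a condition, so their median is not a rate for all genes. Outside that list lie most of the 38 models that were at least 40-fold higher and reached 100 RPKM in Straw 24 h. A single rate for all genes can be no higher than the first, at which the relation stayed. That argues against leakage at a single rate as its only source, though the bound itself rests on 1 gene. Leakage at rates that differ between genes stays open. Genomic DNA, overlapping transcripts and a biological relation were not tested.

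Among the joined genes of Tables 1 and 2, 4 pairs lie within 10000 bp of each other on the same contig of the CBS reference assembly, with at most 1 gene between them, and they did not all respond alike to added glucose. The cbhB gene (TID_51773) and the GH5 gene TID_205580, with 0 genes between them, both rose on straw (log2 fold changes 8.13 and 9.45), and after glucose was added they changed by 0.39 and -3.98. The faeC gene (TID_43785) and TID_43786, also with 0 genes between them, changed by -7.89 and 0.12. The pairs xynA (TID_57436) with axhA (TID_55136) and TID_135787 with eglC (TID_209376) fell together, by -6.60 and -7.36 and by -7.09 and -6.60. The difference in response between members of a pair had an exact permutation p of 0.1 for the first 2 pairs, the smallest that 3 libraries against 3 allow, and 0.2 and 0.8 for the others (adjusted p 0.2, 0.2, 0.27 and 0.8). No explanation was tested.

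The rule for named genes ranks by fitted fold change, which for a group at 0 counts rests on the fit, so for those genes the fold is given as at least its value over a floor of 3 counts. The largest rises in Straw 24 h against Glucose 48 h were e_gw1.19.387.1 (at least 200-fold) and estExt_fgenesh1_pg.C_200093, the latter with a combined RPKM of 0 and 25.9 (at least 257-fold). TID_173684, with reads in both groups, rose 1735-fold. The largest falls were e_gw1.1.1953.1 (TID_172038), from 256 to 0.603 RPKM, and gw1.10.303.1, from 588 to 1.56 RPKM. After glucose was added to straw, estExt_fgenesh1_pg.C_60295 went from 0 to 2.66 RPKM (at least 20.6-fold) and estExt_fgenesh1_pm.C_20117 from 6.41 to 877 RPKM (137-fold), the latter against 442 in Glucose 48 h. The largest falls were fgenesh1_pg.C_scaffold_8000119 (6.58 to 0, at least 126-fold) and estExt_fgenesh1_pg.C_200097 (3.04 to 0, at least 42.9-fold), while faeC, with reads in both groups, fell 364-fold.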
